# RNA-Seq Analysis Reveals a Six-Gene SoxR Regulon in *Streptomyces coelicolor*

**DOI:** 10.1371/journal.pone.0106181

**Published:** 2014-08-27

**Authors:** Nawar Naseer, Joshua A. Shapiro, Monica Chander

## Abstract

The redox-regulated transcription factor SoxR is conserved in diverse bacteria, but emerging studies suggest that this protein plays distinct physiological roles in different bacteria. SoxR regulates a global oxidative stress response (involving >100 genes) against exogenous redox-cycling drugs in *Escherichia coli* and related enterics. In the antibiotic producers *Streptomyces coelicolor* and *Pseudomonas aeruginosa,* however, SoxR regulates a smaller number of genes that encode membrane transporters and proteins with homology to antibiotic-tailoring enzymes. In both *S. coelicolor* and *P. aeruginosa*, SoxR-regulated genes are expressed in stationary phase during the production of endogenously-produced redox-active antibiotics. These observations suggest that SoxR evolved to sense endogenous secondary metabolites and activate machinery to process and transport them in antibiotic-producing bacteria. Previous bioinformatics analysis that searched the genome for SoxR-binding sites in putative promoters defined a five-gene SoxR regulon in *S. coelicolor* including an ABC transporter, two oxidoreductases, a monooxygenase and an epimerase/dehydratase. Since this *in silico* screen may have missed potential SoxR-targets, we conducted a whole genome transcriptome comparison of wild type *S. coelicolor* and a *soxR-*deficient mutant in stationary phase using RNA-Seq. Our analysis revealed a sixth SoxR-regulated gene in *S. coelicolor* that encodes a putative quinone oxidoreductase. Knowledge of the full complement of genes regulated by SoxR will facilitate studies to elucidate the function of this regulatory molecule in antibiotic producers.

## Introduction

The redox-regulated transcription factor SoxR is present in a diverse range of *Proteobacteria* and *Actinobacteria* and homologs are highly similar at the amino acid level [1]. SoxR homologs function as homodimers and have a conserved amino-terminal helix-turn-helix DNA binding domain, suggesting that these proteins bind to and regulate transcription from similar operator sequences. This has been confirmed in organisms where SoxR has been biochemically characterized [2]–[7]. SoxR homologs also share a conserved sequence (CysX2CysXCysX5Cys) in the carboxy-terminus that has been shown to be necessary for coordinating [2Fe-2S] centers in SoxR proteins from *Escherichia coli, Pseudomonas aeruginosa,* and *Streptomyces coelicolor* [5], [8], [9]. These [2Fe-2S] clusters are central to SoxR’s ability to detect changes in the cellular redox environment and regulate gene expression in response. SoxR was originally discovered in the enterobacterium *E. coli* where it promotes resistance to redox-cycling drugs like paraquat and menadione [10], [11]. Subsequent studies revealed that in this microorganism SoxR mediates its effects in a two-step process. Upon sensing redox stress via its [2Fe-2S] clusters, SoxR activates the expression of a second transcription factor, *soxS* [12], [13]. SoxS, an AraC-type regulator then recruits RNA polymerase to the promoters of >100 genes (the SoxRS regulon), whose protein products cumulatively restore redox homeostasis and repair oxidant-induced cellular damage [14].

The *E. coli* SoxRS regulon is conserved in other enterobacteria where it functions to confer generalized protection against exogenous redox-cycling compounds. Various lines of research conducted in the past decade indicate that this function may be limited to members of the *Enterobacteriaceae,* and that the SoxR regulatory network is different in other bacteria. A comprehensive bioinformatic survey of sequenced bacterial genomes revealed that while a *soxR* homolog is detected in 176 genomes, a *soxS* homolog is present only in enteric bacteria where it appears to be the solitary gene directly regulated by SoxR [1]. The same study showed that in non-enterics (all of which lack *soxS*), SoxR is predicted to directly regulate a small number of genes. In further contrast to the apparent function of SoxR in enteric bacteria, none of the putative SoxR targets in non-enterics encode proteins that are typically involved in oxidative stress detoxification and repair. Instead these genes encode membrane transporters and enzymes with homology to proteins that modify small molecules, including antibiotics. The absence of a *soxS* homolog and the predicted SoxR regulons in non-enterics has given rise to the notion that SoxR does not regulate a generalized oxidative stress response in the majority of bacteria. This has been corroborated for *Pseudomonas putida, P. aeruginosa,* and *S. coelicolor,* where deletion of *soxR* does not result in increased sensitivity to redox-cycling drugs when compared to the parental strain [5], [9], [15], [16]. While the function of SoxR in *P. putida* remains unknown, SoxR regulates gene expression in response to redox-active endogenously produced antibiotics in both *P. aeruginosa* and *S. coelicolor,* indicating that SoxR plays a role that is intimately tied in with the physiology of these organisms [5], [6], [9], [17], [18].

The SoxR regulon in *P. aeruginosa* is induced during the production of phenazine antibiotics in stationary phase, and consists of two membrane transporters (encoded by *PA4205-PA4208* and *PA3718*) and a monooxygenase enzyme (*PA2274*) [15], [17]. The *S. coelicolor* SoxR regulon is also induced in stationary phase during the production of the benzochromanequinone blue-pigmented antibiotic actinorhodin (Act), and is similar to the *P. aeruginosa* regulon in encoding an ABC-type membrane transporter (*SCO7008*) and four redox enzymes (*SCO1178, SCO1909, SCO2478, SCO4266*) [5], [6]. It is noteworthy that two of these genes encode products that are similar to enzymes that catalyze tailoring steps in the Act biosynthetic pathway. Specifically, *SCO4266* is similar to the oxidoreductases ActVI-ORF2 (37% identity; 49% similarity) and ActVI-ORF4 (34% identity; 44% similarity), and *SCO1909* resembles the monooxygenase ActVA-ORF6 (38% identity; 55% similarity) [19]. *SCO1909* is also similar to *PA2274* (37% identity; 45% similarity), the SoxR-regulated monooxygenase in *P. aeruginosa* [19]. An independent study had also described four of the SoxR-targets in *S. coelicolor* as genes whose expression is temporally coordinated with Act (*eca*), and whose levels are reduced in an Act-non producing strain: *SCO7008 (ecaA), SCO1909 (ecaB), SCO1178 (ecaC), SCO4266 (ecaD)* [20]. The composition of the *P. aeruginosa* and *S. coelicolor* SoxR regulons, and the fact that they are induced by endogenously produced redox-active antibiotics, suggests that SoxR evolved to sense endogenous metabolites and activate machinery to process and transport them in these two phylogenetically divergent bacteria. This notion is further supported by the observation that both *P. aeruginosa* and *S. coelicolor soxR* mutants display de-regulated antibiotic production/secretion [1], [6].

Both the SoxR regulon in *P. aeruginosa,* and the SoxRS regulon in *E. coli* were characterized using microarray-based expression profiling [14], [15]. The five-gene SoxR regulon in *S. coelicolor,* on the other hand, was identified by conducting an *in silico* search of the genome for SoxR-binding sites located upstream of predicted open reading frames (ORFs) [1], [5], [6]. Given the morphological complexity and large genome size of *S. coelicolor* (8.7 megabases), it is possible that the bioinformatic screen for SoxR-regulated genes may have missed potential targets. This analysis would also have failed to identify genes that are indirectly regulated by SoxR (i.e. via an intermediate transcription factor as in *E. coli*). In this study we conducted a whole genome transcriptome comparison of the wild type *S. coelicolor* strain M145 and a *soxR* null mutant using RNA-Seq with the goal of gaining a comprehensive picture of the SoxR regulatory network in this medically important antibiotic-producer. This analysis revealed a sixth SoxR-regulated gene in *S. coelicolor,* in addition to the five confirmed targets.

## Materials and Methods

### Bacterial strains, culture conditions and RNA isolation

The *S. coelicolor* strains used in this study are listed in **Table 1**. For RNA-Seq and qRT-PCR experiments, about 10^8^ spores were cultured on R2YE plates [21] that were overlaid with cellophane and grown at 30°C for either 24 h (prior to the production of Act) or 72 h (when Act-proficient cells produce Act), with biological replicates obtained for the 72 h cultures. To harvest, cells were incubated with RNAprotect bacterial reagent (Qiagen) for 5 min at room temperature, scraped off the cellophane, pelleted by centrifugation for 10 min at 5,000×g, and frozen at −80°C. Cells were lysed by incubation for 15 min at 30°C in TE buffer containing 15 mg/mL lysozyme, followed by 30 s of sonication on ice. Total RNA was extracted with an RNeasy plant minikit (Qiagen) according to manufacturer’s instructions. Contaminating DNA was removed by treating for 1 h at 37°C with 5 units of RNase-free DNase I (Qiagen). The RNA preparation was subject to one extraction with acidified phenol-chloroform, followed by an extraction with chloroform-isoamyl alcohol. RNA was ethanol precipitated overnight at −80°C, washed with 80% ethanol and resuspended in nuclease-free water. RNA purity and concentration were determined using a Nanodrop or Qubit spectrophotometer. RNA quality was assessed by agarose gel electrophoresis or a Nano Bioanalyzer. The absence of contaminating DNA was confirmed by the absence of product following a 30-cycle PCR reaction using RNA as template and *hrdB* primers (**Table S1**).

**Table 1:** *Streptomyces coelicolor* strains used in this study.

Strain	Genotype or description	Reference
M145	SCP1^−^ SCP2^−^ derivative of A3(2)	[21]
M511	Δ*act*II-ORF4 derivative of M145	[32]
M145-1A	Markerless Δ*soxR* derivative of M145	[5]
145/pSET152	M145 transformed with pSET152	[5]
Δ*soxR*/pSET152	M145-1A transformed with pSET152	[5]
Δ*soxR*/pSoxR	M145-1A transformed with pSET152::*soxR*	[5]

### Library construction and RNA sequencing

Library construction and sequencing of RNA transcripts was performed by Fasteris SA (Switzerland). Briefly, RNA samples were treated to reduce ribosomal RNA levels using the Ambion MICROBExpress kit. RNA transcripts were fragmented using a buffered zinc solution. The first cDNA strand was synthesized by reverse transcription using random primers in the presence of dUTPs. After second strand synthesis and adapter ligation, the first cDNA strand was digested with uracil-DNA glycosylase. The remaining fragments were PCR amplified and 150–200 bp amplicons were selected by polyacrylamide gel electrophoresis. The resulting cDNAs underwent high-throughput sequencing in an Illumina HiSeq 2000 sequencer to obtain single reads of 100 bp using the forward sequencing primer.

### Read mapping and differential expression

The sequenced reads were mapped on to the *S. coelicolor* genome [22] using BWA v0.5.9 [23] and read counts for each annotated transcript were compiled using BEDtools without regard to strand [24], on the web-based platform Galaxy [25]–[27]. For both the wild type and Δ*soxR* libraries, ∼97% of total reads were mapped to the *S. coelicolor* genome. Differential gene expression was assessed using DESeq with library sizes normalized by the median count ratios across transcripts and false discovery rate adjusted q-values calculated according to the Benjamini-Hochberg procedure [28]. The data supporting the results of this work are available in NCBI’s Gene Expression Omnibus and accessible through GEO series accession number GSE57268 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57268).

### Re-annotation of SCO0319, SCO0320, SCO0321 region

To identify alternative potential transcripts in the region surrounding *SCO0319*- *SCO0321* the *S. coelicolor* genome region spanning *SCO0318* to *SCO0321* (318329–322255) was scanned for open reading frames (ORFs) using Geneious (v.7.1.4, Biomatters). Large ORFs (>500 bp) that spanned the region of *SCO0319* to *SCO0320* were selected and a BLAST search [29] was performed to identify related sequences and elucidate potential gene function.

### Quantitative RT-PCR

The cDNA templates for qRT-PCR were generated from total RNA with iScript (Bio-Rad). The primers used for qRT-PCR (Integrated DNA Technologies) were designed using Primer3 software [30], with a melting temperature of 60°C, length of ∼20- nt, and amplicon length of ∼100 bp (**Table S1**). Each qRT-PCR reaction (20 µL) contained 25 ng cDNA, 250 nM each of forward and reverse primer, and 10 µL Power Sybr green PCR master mix (Applied Biosystems). qRT-PCR reactions were carried out in a StepOne PCR machine (Applied Biosystems) with the following reaction parameters: 10 min at 95°C; 40 two-step amplification cycles with 15 s denaturation at 95°C and 1 min annealing and extension at 60°C; final dissociation stage for 15 min to generate a melting curve and verify specificity of amplification products. Samples were assayed in duplicate and the target signal standardized to the level of the housekeeping sigma factor *hrdB*.

### Electrophoretic mobility shift assay (EMSA)

A gel mobility shift assay was used to assess the binding of purified SoxR to promoter DNA. The method of Dela Cruz *et al.* [5] was used to purify histidine-tagged SoxR and generate DIG-labeled DNA probes. Primers used to PCR amplify the promoter DNA fragments are listed in **Table S1**. For the binding reaction, 6 fmol of DNA probe was incubated with SoxR (0 to 20 nM) for 15 min at 25°C in binding buffer (10 mM Tris-HCl, pH 8, 75 mM KCl, 0.1 mM dithiothreitol, 10% glycerol, 2 mM MgCl_2_, 0.1 µg poly(dI)-poly(dC), 2 mM dAMP) in a total volume of 30 µL. For the competition assay, 3,000 fmol of unlabeled probe (specific competitor) was added to the reaction mixtures. Protein-bound and uncomplexed DNA products were separated on a 5% polyacrylamide gel (Tris-HCl, pH 8, 3.3 mM sodium acetate, pH 7.9, 1 mM EDTA, 2% glycerol) that was run at 6°C and 180 V for 90 min. The DNA was transferred to nylon membranes (Roche), cross linked by UV, and detected using a DIG gel shift 2^nd^-generation kit (Roche) according to manufacturer’s instructions.

### Reverse Transcription PCR (RT-PCR)

RT-PCR reactions were carried out on total RNA using the OneStep RT-PCR kit (Qiagen) according to manufacturer’s instructions. All RT-PCR reactions consisted of 30 cycles using primers listed in **Table S1**. Reactions were analyzed on TAE: agarose gels and nucleic acids were visualized using ethidium bromide.

### Bioinformatic analysis of Streptomyces genomes for potential SoxR-regulated genes

Whole genome sequences of *Streptomyces* species downloaded from the NCBI genomes database (ftp://ftp.ncbi.nih.gov/genomes/) were searched for potential homologs of the genes of the *Streptomyces coelicolor* SoxR regulon using tblastn [29], retaining only the best matching genomic region for each gene. If two of the regulon genes matched to the same region of the genome, only the best matching gene was reported. For each retained matching sequence, the region 1kb upstream was searched for the soxbox binding motif [1] using a position-specific scoring matrix applied via the BioPython toolkit [31]. The nucleotide frequencies for each target genome were used to calculate expected background match rates, and matches with a log-odds score for the soxbox motif greater than 10 are reported.

## Results

### RNA-Seq analysis reveals several novel genes as potential SoxR targets

The previously described five-gene SoxR regulon in *S. coelicolor* was identified bioinformatically [5], [6]. In order to identify other potential SoxR-regulated genes that might have been missed by this bioinformatic approach, we conducted RNA-Seq analysis to detect genes differentially expressed between wild type and a Δ*soxR* mutant strain. 

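RNA was sequenced from 6 cultures of S. coelicolor, the wild type strain M145 and its markerless ΔsoxR derivative M145-1A, which the sample labels call 145-1A. Each strain was represented by 1 culture at 24 h (day 1) and by 2 cultures at 72 h (day 3, replicates a and b). After depletion of ribosomal RNA, single reads of 100 bp were obtained on an Illumina sequencer. The authors mapped the reads with BWA, counted the reads on each annotated gene with BEDtools without regard to strand, and deposited the counts without normalization. The files list 8240 features. Of these, 7769 are chromosomal genes with an SCO number, 18 are ribosomal RNA features, and 351 and 34 belong to the plasmids SCP1 and SCP2. The total count was 27592957 in wild type on day 1, 31418799 and 29689342 in wild type on day 3, 25186916 in ΔsoxR on day 1, and 28559379 and 26506337 in ΔsoxR on day 3. Between 93.0% and 94.3% of each total lay on ribosomal RNA features. The chromosomal genes received 1411219 counts in wild type on day 1, 1545233 and 1517297 in wild type on day 3, 1311307 in ΔsoxR on day 1, and 1662208 and 1538568 in ΔsoxR on day 3. The median gene had 37 counts in wild type on day 1 and 60 and 59 in wild type on day 3, so changes of weakly expressed genes are measured with few reads. Library sizes were scaled by the median of count ratios across genes, the paper's normalization, which gave size factors from 0.816 to 1.15. All 6 samples were fitted together in edgeR with 4 groups, and the 7853 genes with at least 1 count were tested with its quasi-likelihood test. Adjusted p-values are Benjamini-Hochberg q-values. With 1 culture per strain on day 1, comparisons that include day 1 take their spread from the day 3 replicates. A gene was counted as changed when it differed at least 4-fold with a q-value of at most 0.5, the thresholds of the paper. The day 3 replicates differed by more than sampling noise. Over the chromosomal genes, chi-square per degree of freedom was 13.6 for wild type a against b (7223 degrees of freedom) and 2.05 for ΔsoxR a against b (7218 degrees of freedom). Between the strains it was 12.9 for replicate a (7234 degrees of freedom) and 19.4 for replicate b (7222 degrees of freedom). The standard deviation of the log2 ratio over 6659 genes was 0.579 for wild type a against b, 0.350 for ΔsoxR a against b, and 0.592 and 0.712 between the strains in replicates a and b. The replicate letters are shared by both strains in the labels, but deviations from the group means did not follow the letter. Across 6659 genes, which are not independent replicates, the correlation of the difference between replicates a and b in wild type with that in ΔsoxR was -0.159. With the replicate letter as a replicate block in the fit, 45 genes decreased and 48 increased in ΔsoxR on day 3, against 55 and 58 without the block.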

RNA substrates were extracted from hyphae grown on R2YE medium. Because Act (or a precursor) is a known physiological activator of SoxR in *S. coelicolor* [5], [6], samples were collected three days post-inoculation when cells were actively producing this blue-pigmented antibiotic. 

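On day 1, with 1 culture per strain, the counts of the established SoxR regulon were low in both strains. SCO1178 (ecaC) had 5 counts in wild type and 5 in ΔsoxR. SCO1909 had 30 and 26 counts, SCO4266 had 25 and 11, SCO2478 had 0 and 10, and SCO7008 had 7 and 26. None of these differences had a replicate check. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, their q-values for ΔsoxR against wild type on day 1 lay between 0.182 and 1. The count of SCO5820 (hrdB), the housekeeping sigma factor, was 1008 in wild type and 1155 in ΔsoxR on day 1. Over all genes, 175 differed at least 4-fold with a q-value of at most 0.5 between the strains on day 1, and 0 did with a q-value of at most 0.05. DESeq2's Wald test in place of edgeR gave 50 genes. The paper used these cultures as a control in which SoxR is quiescent.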

As a control, samples were also collected 24 h post-inoculation, when no pigmented antibiotics were visible (and SoxR is quiescent). 

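In the files, 55 genes were decreased and 58 were increased in ΔsoxR compared to wild type in 3-day old cultures (at least 4-fold, q-value of at most 0.5, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With a q-value of at most 0.05, 16 and 24 genes remained. Between 1-day and 3-day old wild type cultures, 1115 genes increased and 487 decreased by the same thresholds, and 879 and 458 of them had a q-value of at most 0.05. In ΔsoxR, 1411 genes changed in either direction between day 1 and day 3. Both criteria were met in the direction of induction, lower in ΔsoxR and higher on day 3 in wild type with a q-value of at most 0.5, by 29 genes. No fold minimum was set for the change between days, so this number includes SCO4021 and SCO4020, which rose less than 4-fold. Requiring a q-value of at most 0.05 in both comparisons lowered this number the most among the settings that kept every sample, to 11 genes. Fits that each left out 1 day 3 replicate gave from 9 to 48 genes. The count of SCO5820 (hrdB) changed little between the strains on day 3, with a log2 fold change of -0.0815 (standard error 0.154, q = 0.852).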

To identify genes that were potentially both SoxR- and Act- dependent, we focused on those that met two criteria: (i) were differentially expressed between wild type and Δ*soxR* in 3-day old cultures (Act produced); (ii) were also differentially expressed between 3-day old (blue) and 1-day old (unpigmented) wild type cultures. 

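The normalized counts of the 5 established members in wild type and ΔsoxR on day 3 are given as mean ± SD of 2 cultures. SCO1178 (ecaC) fell from 299 ± 42.1 in wild type to 5.58 ± 4.18 in ΔsoxR, a log2 fold change of -5.74 (standard error 0.385, q = 0.00142, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SCO4266 fell from 435 ± 33.4 to 14.9 ± 2.34, a log2 fold change of -4.85 (standard error 0.235, q = 5.21e-04). SCO1909 fell from 380 ± 36.8 to 21.4 ± 1.90, a log2 fold change of -4.15 (standard error 0.224, q = 5.21e-04). SCO2478 fell from 111 ± 43.4 to 15.4 ± 0.381, a log2 fold change of -2.83 (standard error 0.358, q = 0.0165). SCO7008 fell from 323 ± 17.8 to 60.5 ± 2.90, a log2 fold change of -2.42 (standard error 0.191, q = 0.00169). For all 5 genes, both ΔsoxR cultures lay below both wild type cultures. The raw counts of SCO2478, the least abundant of them, were 88 and 154 in wild type and 18 and 16 in ΔsoxR. Its fold change moved most when wild type replicate b was left out, to a log2 fold change of -2.36. The paper had predicted higher expression of these members in wild type than in ΔsoxR.

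**Figure D1:**
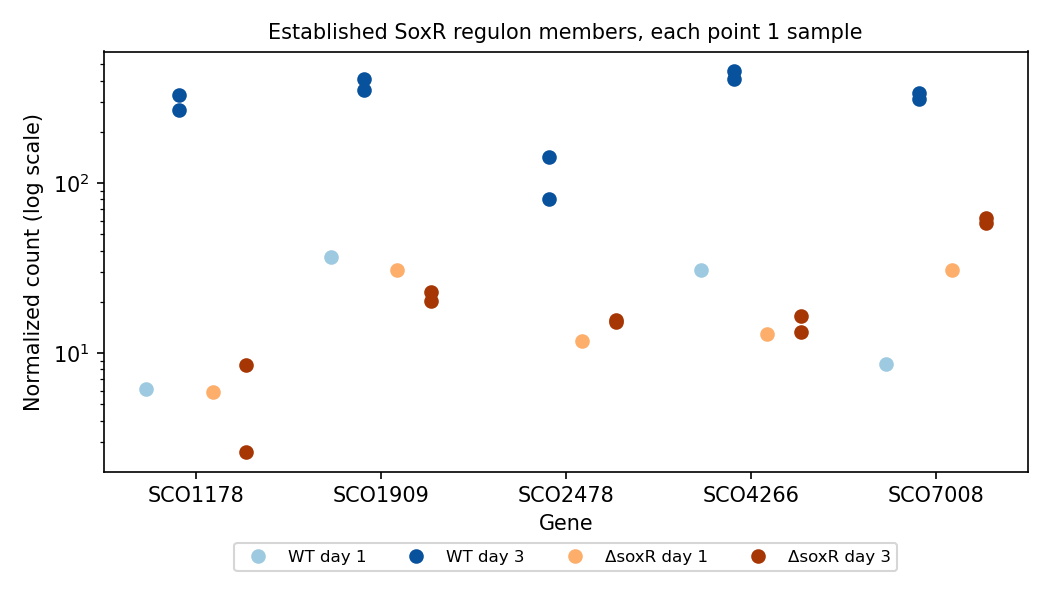
Normalized counts (log scale) of the 5 established SoxR regulon members, each point 1 culture. Wild type on day 3 lies above the other groups for every gene, while SCO2478 had 0 counts in wild type on day 1, which a log axis cannot show.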

As predicted, the five established members of the SoxR regulon (*ecaA-ecaD, SCO2478*) were all significantly overexpressed in wild type compared to the Δ*soxR* mutant (**Table 2**). 

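Expressed as fold decrease in ΔsoxR against wild type, the 5 members ranged from 5.34-fold for SCO7008 to 53.4-fold for SCO1178, with 7.11-fold for SCO2478, 17.7-fold for SCO1909 and 28.8-fold for SCO4266. The highest q-value among them was 0.0165, for SCO2478, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 passed at least 4-fold with a q-value of at most 0.05. In the fits without ΔsoxR replicate a and without ΔsoxR replicate b, 4 of the 5 passed at least 4-fold with a q-value of at most 0.5. SCO2478 was the gene lost, with q = 0.605 and q = 0.576.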

Each showed a ≥4-fold differential expression in wild type versus Δ*soxR*, and a q-value of ≤0.5. 

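By the same thresholds, the files gave 49 genes decreased in ΔsoxR on day 3 besides the 5 established members and soxR itself. The paper's DESeq was not run, and its q-values differ from edgeR's, so the cutoff of 0.5 is not equally strict in both. The 49 genes include all 12 of the new genes in Table 2. Among these 12, the largest decreases were those of SCO0319 and SCO0320. SCO0319 had a normalized count of 242 ± 27.4 (SD, n = 2) in wild type and 2.77 ± 1.45 (SD, n = 2) in ΔsoxR (log2 fold change -6.40, standard error 0.343, q = 5.21e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SCO0320 had 315 ± 47.5 and 4.12 ± 0.884 (log2 fold change -6.23, standard error 0.307, q = 5.21e-04). SCO1177 decreased by 4.45 on the log2 scale (standard error 0.317, q = 0.00143), SCO0321 by 4.20 (standard error 0.250, q = 8.33e-04) and SCO1734 by 3.89 (standard error 0.302, q = 0.00169). The log2 fold change was -3.36 for SCO4021 (q = 0.0436), -2.62 for SCO4157 (q = 0.0480) and -2.54 for SCO4020 (q = 0.0306). It was -4.38 for SCO7688 (q = 0.0827), -2.63 for SCO7682 (q = 0.0663), -2.45 for SCO6165 (q = 0.0689) and -2.42 for SCO2878 (q = 0.173). With a q-value of at most 0.05, 8 of the 12 remained. SCO7688 had 9 and 17 counts in wild type and 1 and 0 in ΔsoxR, so its fold change rests on few reads. For SCO2878 the wild type replicates had 106 and 481 counts and the ΔsoxR replicates 52 and 58, a spread in wild type that is close to the difference between the strains. SCO7688, SCO4021, SCO7682, SCO4157, SCO4020, SCO6165 and SCO2878 passed the thresholds in neither fit that left out a ΔsoxR replicate, with q-values from 0.533 to 0.983. Without wild type replicate b, the decreases of SCO7682 and SCO2878 were under 4-fold, with log2 fold changes of -1.76 and -0.944. Outside Table 2, 37 genes passed the thresholds. Of these, 22 had a mean normalized count under 10 in wild type on day 3, and 2 had a q-value of at most 0.05. The total of 55 decreased genes was 27 with DESeq2's Wald test and 32 with only the genes that had at least 10 counts in at least 2 samples.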

Using these parameters (≥4-fold differential expression and a q-value of ≤0.5), twelve novel genes were discovered to be potentially up-regulated by SoxR in stationary phase (**Table 2**). 

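Between day 1 and day 3 in wild type, with 1 culture on day 1 and 2 on day 3, SCO7688 had a log2 fold change of 0.464 (standard error 0.701, q = 0.644, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SCO7682 of -0.602 (standard error 0.492, q = 0.382) and SCO2878 of -1.38 (standard error 0.696, q = 0.172). The counts on day 1 were 7, 144 and 572, against 9 and 17, 70 and 184, and 106 and 481 in the replicates of day 3. In the main fit, the changes of SCO4021 (log2 fold change 0.972, q = 0.217), SCO4020 (0.563, q = 0.315) and SCO1697 (-0.110, q = 0.835) were not distinguishable from 0 at a q-value of at most 0.05. SCO4021 and SCO4020 still met the q-value of at most 0.5 used for the change between days. Across the settings, the log2 fold change ranged from 0.419 to 1.38 for SCO4021 and from 0.0138 to 0.838 for SCO4020, under 4-fold throughout. SCO4157 increased by 2.02 on the log2 scale (standard error 0.575, q = 0.0296), and the 11 remaining genes increased by between 3.37 (SCO1909) and 10.9 (SCO0319). For SCO0319, SCO2478 and SCO6165 the count on day 1 was 0, so that these fold changes have no measured denominator. The value for SCO2878 depended on the processing. With the replicate letter as a replicate block, it was -2.37 (q = 0.00923). The day 1 cultures carry no letter and were set with replicate a in that fit, so -2.37 leans on replicate a. Without wild type replicate b the log2 fold change of SCO2878 was -2.86, also a decrease of more than 4-fold by day 3. Without wild type replicate a it was -0.665. SCO7682 stayed under 4-fold in every fit, the lowest log2 fold change being -1.47 without wild type replicate b. The increase of SCO4157 fell under 4-fold with normalization to hrdB, at a log2 fold change of 1.48 (q = 0.114), and without wild type replicate a, at 1.49. From the lack of a difference between the days, the paper reasons that SCO7688, SCO7682 and SCO2878 are unlikely to depend on Act.

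**Figure D2:**
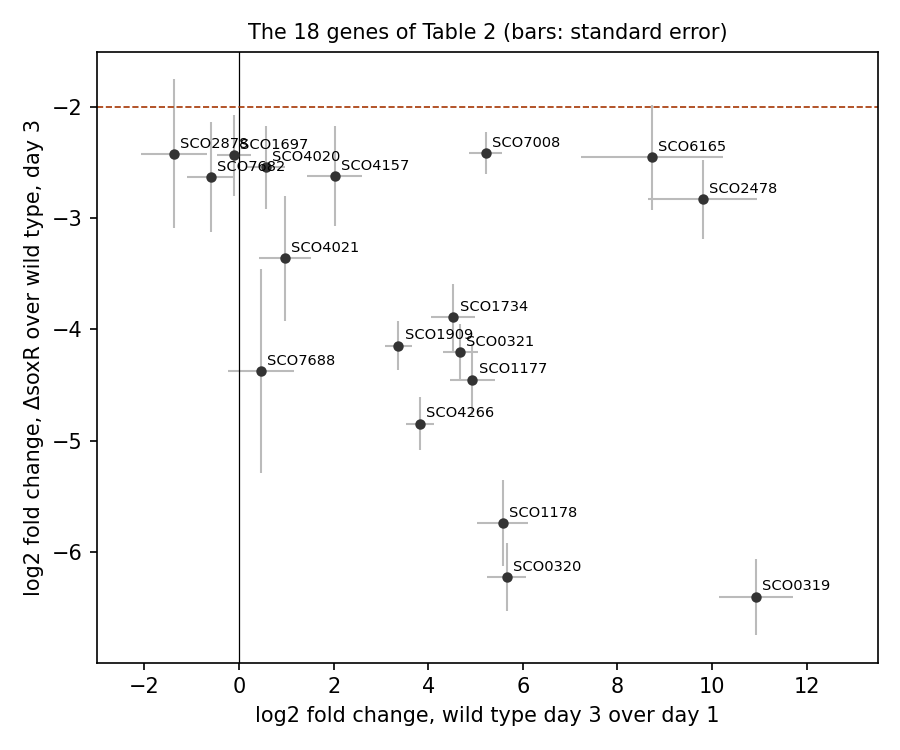
The log2 fold change from day 1 to day 3 in wild type (horizontal axis) and of ΔsoxR over wild type on day 3 (vertical axis) for the 18 genes of Table 2, with bars for the standard error and a dashed line at 4-fold. SCO7688, SCO7682 and SCO2878 lie near 0 or below on the horizontal axis, with SCO1697, SCO4020 and SCO4021.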

Of these twelve genes, three (*SCO7688, SCO7682, SCO2878*) did not display differential expression between 1-day and 3-day old wild type cultures (**Table 2**). These genes are thus unlikely to be Act-dependent and were eliminated from further analysis.

**Table 2:** Genes identified by RNA-Seq as SoxR-dependent in stationary phase^a^.

*SCO* number	Decrease in Δ*soxR* versus WT on Day 3^b^		Increase in WT on Day 3 vs. Day1^c^		Predicted function^e^
	Fold change	q-value^d^	Fold Change	q-value^d^	
*0319*	84	2e-28	>100	9e-12	Hypothetical protein
*0320*	79	3e-21	52	5e-10	Quinone oxidoreductase
*1178* f *(ecaC)*	52	2e-21	49	1e-9	NAD-dependent epimerase/dehydratase
*4266* f *(ecaD)*	30	2e-28	14	4e-7	Oxidoreductase
*7688* g	28	8e-2	1	1e0	Hypothetical protein
*1177*	23	7e-18	32	2e-7	GntR-family transcriptional regulator
*0321*	18	7e-18	26	9e-8	Carboxylesterase
*1909* f *(ecaB)*	18	1e-22	11	7e-6	Monooxygenase
*1734*	15	4e-11	24	2e-5	Secreted cellulose binding protein
*4021*	11	6e-2	2	8e-1	Two-component histidine kinase
*2478* f	7	3e-1	>100	1e-3	Flavoprotein reductase
*7682* g	6	4e-1	<1	8e-1	Non-ribosomal peptide synthase
*4157*	6	4e-1	4	4e-1	Protease
*4020*	6	3e-3	2	8e-1	Two-component response regulator
*6165*	6	3e-1	>100	8e-4	Hypothetical protein
*1697* h	5	8e-3	1	1e0	SoxR
*2878* g	5	4e-1	<1	5e-1	Hypothetical protein
*7008* f *(ecaA)*	5	3e-9	37	2e-9	ABC transporter

a Genes are organized in decreasing order of SoxR-dependence as determined by RNA-Seq.

b RNA for this comparison was obtained from 3-day old WT or Δ*soxR* cultures, both of which were blue-pigmented.

c RNA for this comparison was obtained from 3-day old WT (blue-pigmented) or 1-day old WT (unpigmented) cultures.

d False discovery rate adjusted q-values were calculated according to the Benjamini-Hochberg procedure [27].

e Predicted functions of genes were obtained from StrepDB (http://strepdb.Streptomyces.org.uk).

f Confirmed SoxR-targets that are directly regulated by SoxR in response to Act production [5], [6].

g These genes are unlikely to be Act-dependent since they were not differentially expressed between 3-day old versus 1-day old WT samples, and were not considered for further analysis.

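SCO1697 (soxR) had 33 counts in wild type on day 1 and 37 and 45 in the wild type replicates of day 3, a log2 fold change of -0.110 between the days (standard error 0.357, q = 0.835, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The markerless deletion strain had 7 counts on day 1 and 6 and 9 on day 3. On day 3 the normalized count was 37.5 ± 5.43 (SD, n = 2) in wild type and 6.88 ± 2.33 (SD, n = 2) in ΔsoxR, which leaves 18.4% of the wild type level and gives a log2 fold change of -2.43 (standard error 0.365, q = 0.0334). The q-value of that difference was 0.786 without ΔsoxR replicate a and 0.533 without ΔsoxR replicate b. Normalizing to the count of hrdB moved the change between the days the most, to a log2 fold change of -0.678. Table S4 places SCO1697 on the minus strand of the chromosome from 1818354 to 1818878, with no SoxR-binding site listed. The paper describes SCO1697 as constitutively expressed over development and not autoregulated.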

h *SCO1697* is *soxR* which is constitutively expressed over the course of development, and is not autoregulated [5].

### Quantitative real-time PCR confirms SoxR- and Act-dependence in a subset of genes identified by RNA-Seq

To validate the RNA-Seq results, the SoxR-dependence of the nine newly identified genes was analyzed by quantitative real time PCR (qRT-PCR). RNA was obtained from independent biological samples (wild type and Δ*soxR*) following growth for three days on complex agar (R2YE) medium. Six of the nine newly identified genes were significantly overexpressed in wild type as compared to Δ*soxR* (≥4-fold difference) by qRT-PCR analysis: *SCO0319, SCO0320, SCO0321, SCO1177, SCO1734, SCO4021* (**Table 3**). The other three genes that were tagged as SoxR-dependent by RNA-Seq (*SCO4020, SCO4157, SCO6165*) did not demonstrate differential expression between wild type and Δ*soxR* in the qRT-PCR assay and were eliminated from further analysis (**Table 3**).

**Table 3:** Validation of RNA-Seq results by quantitative RT-PCR^a^.

*SCO* Number	Fold decrease in Δ*soxR* versus WT^b^	Fold decrease in Δ*act* versus WT^c^	Predicted function
Potential SoxR-targets^d^			
*0319*	4	24	Hypothetical protein
*0320*	86	34	Quinone oxidoreductase
*0321*	59	61	Carboxylesterase
*1177*	9	11	GntR-family transcriptional regulator
*1734*	8	3	Secreted cellulose binding protein
*4020* e	1	1	Two-component response regulator
*4021*	10	2	Two-component histidine kinase
*4157* e	1	2	Protease
*6165* e	1	<1	Hypothetical protein
*soxR* and confirmed SoxR-targets			
*1697*	47	1	SoxR
*1178 (ecaC)*	60	29	NAD-dependent epimerase/dehydratase
*1909 (ecaB)*	30	30	Monooxygenase
*2478*	31	15	Flavoprotein reductase
*4266 (ecaD)*	29	59	Oxidoreductase
*7008 (ecaA)*	15	30	ABC transporter

a RNA for qRT-PCR validation was obtained from independent biological samples.

b Differential gene expression in WT and Δ*soxR* in 3-day old cultures assessed by qRT-PCR. Gene expression was standardized to the housekeeping sigma factor, *hrdB,* and normalized to WT.

c Differential gene expression in WT and the Δ*act* strain (M511) in 3-day old cultures assessed by qRT-PCR. Gene expression was standardized to the housekeeping sigma factor, *hrdB,* and normalized to WT.

d Genes are arranged in order of increasing *SCO* number.

e These genes did not demonstrate SoxR- or Act-dependent expression in the qRT-PCR validation assay and were eliminated from further analysis.

Since SoxR is transcriptionally active only in Act-producing cells, SoxR-dependent genes should also demonstrate Act-dependence. This is true for the five previously confirmed SoxR targets (**Table 3**). To determine if the six new candidate SoxR-targets demonstrate Act-dependence, their expression levels were compared in 3-day old wild type and the Act-deficient strain M511 (a strain with an in-frame deletion of the pathway-specific regulator of Act biosynthesis, *actII*–ORF4) [32]. Four of the six new candidate SoxR targets (*SCO0319, SCO0320, SCO0321,* and *SCO1177)* were significantly under-expressed (≥11-fold difference) in M511 compared with wild type, while *SCO1734* and *SCO4021* showed a more modest (2–3 fold) difference in expression levels between the two backgrounds (**Table 3**).

To further confirm that reduced expression of the six new potential SoxR-targets in the Δ*soxR* background was due to SoxR-deficiency, we conducted a complementation experiment. Using qRT-PCR, the expression levels of the relevant genes (along with known controls) were analyzed in the complemented Δ*soxR* strain that expresses *soxR* from a chromosomally integrated plasmid pSET152 (**Table 1**). **Figure 1** shows that expression of *SCO1697 (soxR),* and its five confirmed targets (*ecaA-ecaD, SCO2478*) was restored in the *soxR* null strain complemented with a wild type copy of *soxR* (soxR/pSoxR). Furthermore, expression of three genes that showed significant Act-dependence (**Table 3**), *SCO0320, SCO0321* and *SCO1177*, was also rescued in the *soxR-*complemented strain (**Figure 1**). By contrast, *SCO0319, SCO1734* and *SCO4021* failed the complementation test. In this experiment, *SCO0319* showed similar expression levels in the Δ*soxR* and the complemented Δ*soxR* backgrounds, while *SCO1734* and *SCO4021* were similarly expressed in wild type, Δ*soxR* and the complemented Δ*soxR* backgrounds (**Figure 1**). Given these results *SCO0319, SCO1734* and *SCO4021* were eliminated as SoxR-targets.

**Figure 1:**
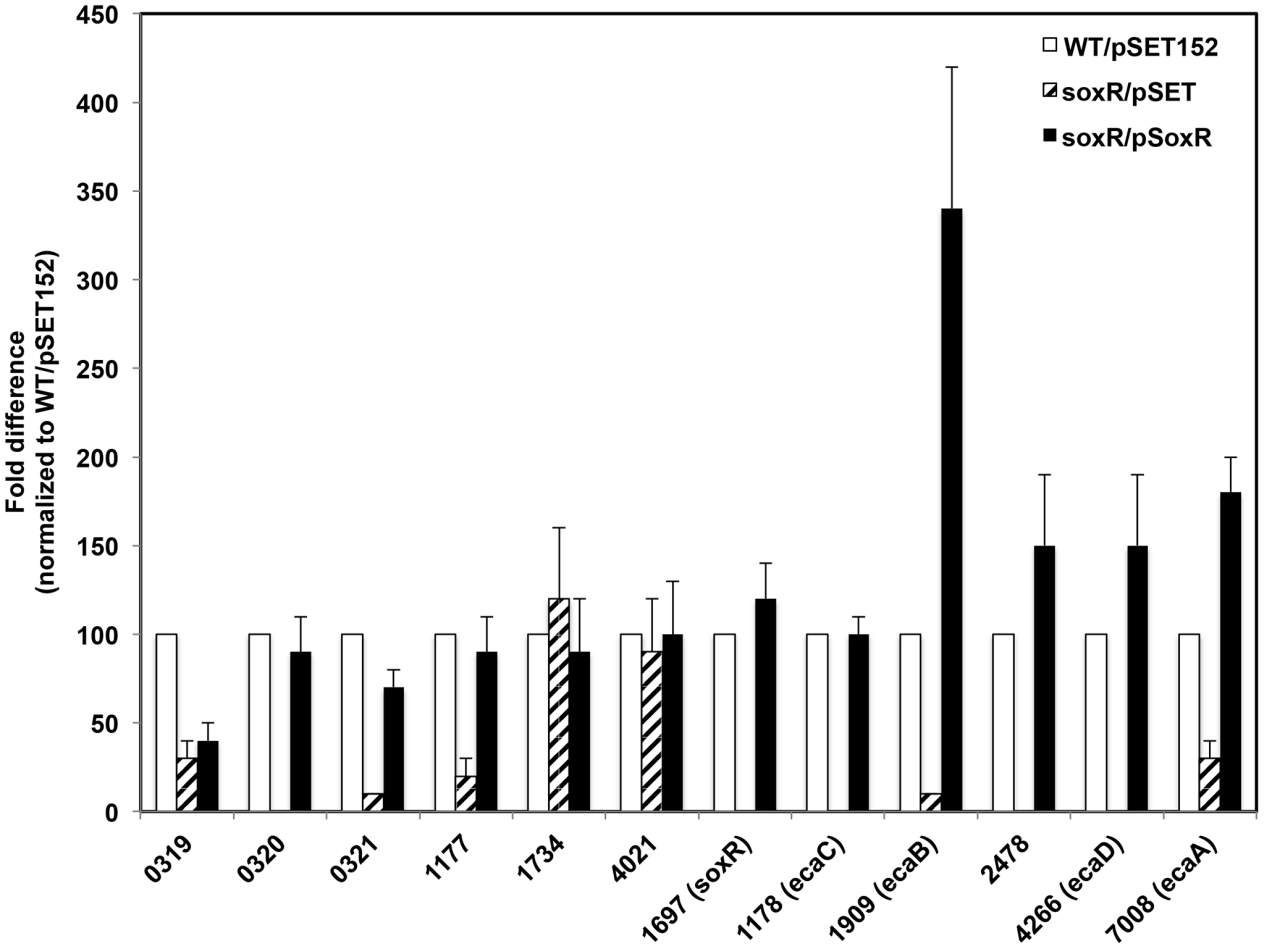
Complementation analysis to confirm SoxR-dependence of genes identified by RNA-Seq. qRT-PCR was performed on RNA isolated from WT/pSET152, Δ*soxR*/pSET152, and a Δ*soxR* strain complemented with wild-type *soxR* (pSoxR), that were grown on R2YE plates for 3 days. The expression levels of all genes were standardized to the level of the constitutively expressed housekeeping sigma factor, *hrdB,* and normalized to expression in WT/pSET152. The results represent the means and standard deviation (bars; some are not visible on this scale) of four independent experiments.

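In the RNA-Seq counts, each of the 8 genes was lower in ΔsoxR on day 3 and higher in wild type on day 3 than on day 1. The smallest decrease in ΔsoxR was that of SCO7008, at 5.34-fold, and the largest that of SCO0320, at 74.8-fold. The highest q-value of the 8 was 0.0165 for the strains (SCO2478) and 6.74e-04 for the days (SCO2478), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From day 1 to day 3 in wild type, SCO0320 increased 50.5-fold, SCO0321 25.5-fold, SCO1177 30.6-fold, SCO1178 47.8-fold, SCO7008 37.2-fold, SCO4266 14.1-fold and SCO1909 10.3-fold. Normalizing to hrdB lowered these increases the most, with a log2 fold change of 5.11 in place of 5.66 for SCO0320. The qRT-PCR values of the same genes are not in the files analysed here.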

In summary, RNA-Seq analysis followed by qRT-PCR validation identified eight genes that are both SoxR- and Act-dependent. Five of these are previously confirmed members of the *S. coelicolor* SoxR regulon [5], [6]. 

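SCO0320 and SCO0321 rose and fell together in the counts. In wild type, SCO0320 had 5 counts on day 1 and 384 and 307 on day 3, and SCO0321 had 8 on day 1 and 306 and 249 on day 3. In ΔsoxR on day 3, SCO0320 had 4 and 5 counts and SCO0321 had 15 and 15. For each count of SCO0320 there were 0.797 and 0.811 counts of SCO0321 in the wild type replicates of day 3, so the ratio differed little between cultures where both genes were abundant. In ΔsoxR the ratio was 3.75 and 3.00, over no more than 15 counts. The log2 fold change of SCO0321 stayed between -4.34 and -4.06 when each day 3 replicate was left out in turn. The paper proposes that the genes may be transcriptionally coupled.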

Of the newly identified SoxR-induced genes, it appeared that *SCO0320* (homologous to the carboxy-terminal half of *SLI_0274,* a quinone oxidoreductase in *Streptomyces lividans* ***,*** **Figure S2**) and *SCO0321* (carboxylesterase) may be transcriptionally coupled. As redox-associated enzymes, *SCO0320* and *SCO0321* functionally cluster with the known SoxR-targets, *ecaB, ecaC, ecaD and SCO2478*. *SCO1177* encodes a putative GntR-family transcriptional regulator. The GntR family members (so named for the *Bacillus subtilis* repressor of the gluconate operon) normally act as transcriptional repressors, and regulate gene expression in response to nutritional and/or other environmental signals [33].

### SoxR binds to the promoter of only one of its new putative targets (with a twist)

As mentioned before, SoxR homologs from different bacteria have highly conserved DNA binding domains, and thus bind to similar operator sequences (soxbox) in the promoters of their target genes. We previously demonstrated that SoxR directly binds to the promoters of its five known targets in *S. coelicolor* (all of which share a similar promoter architecture) to directly activate their transcription [5]. However, visual inspection of the DNA region upstream of the newly identified potential SoxR targets, *SCO0320, SCO0321,* and *SCO1177* failed to reveal potential SoxR docking sites. Nevertheless, we decided to empirically determine if SoxR binds to the promoter regions of its three new putative target genes by electrophoretic mobility shift assays (EMSA). Towards this end we incubated purified SoxR with DIG-end-labeled DNA fragments that span ∼170–200 bp upstream of each predicted ORF. While these assays showed that SoxR bound at the expected dissociation constant of 5 nM to the promoter of *ecaD* (a known target), we were unable to detect binding to any of the DNA probes for the new potential targets, even at the highest concentration tested (20 nM; data not shown).

Given these puzzling findings, we examined the RNA-Seq reads for all SoxR-regulon members more closely on Integrative Genomics Viewer (**Figure 2**) [34], [35]. 

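Without regard to strand, the ΔsoxR cultures of day 3 kept 1.87% of the wild type level of SCO1178, 3.44% of SCO4266, 5.63% of SCO1909, 13.9% of SCO2478 and 18.7% of SCO7008, as ratios of mean normalized counts over 2 cultures per strain. The counts in ΔsoxR were 3 and 9 for SCO1178, 19 and 14 for SCO4266, 23 and 24 for SCO1909, 18 and 16 for SCO2478, and 67 and 66 for SCO7008. The residual count of SCO7008 in ΔsoxR was higher on day 3 than on day 1, by 0.975 on the log2 scale (q = 0.0351, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out ΔsoxR replicate b moved SCO1178 the most, from a log2 fold change of -5.74 to -6.76. Because the authors compiled the counts without strand, the strand of these reads and their place within the genes are not in the files analysed here. The paper read both from the mapped reads in Figure 2.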

The five known SoxR targets (*ecaA-ecaD, SCO2478*) appeared as expected, displaying strong expression on the annotated DNA strand in the wild type background, and very low (to negligible) reads in the Δ*soxR* background (**Figure 2B–F**). An examination of the RNA-Seq reads for the *SCO0319-SCO0321* region, however, revealed a few unexpected features. According to the annotation in StrepDB (http://strepdb.Streptomyces.org.uk), *SCO0320* and *SCO0321* are transcribed from the same strand, while *SCO0319* is divergently transcribed from the complementary strand (**Figure 2A** **and** **3A**). However, the RNA-Seq reads for all three genes mapped on the same strand, and furthermore, large numbers of reads mapped to the intergenic regions between the three genes (**Figure 2A**). 

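The files hold 1 count per annotated gene, so the strand of the reads and the reads between genes are not in the files analysed here. On both strands together, SCO0319 had 287 and 242 counts in the wild type replicates of day 3, SCO0320 had 384 and 307, and SCO0321 had 306 and 249. The ratio of SCO0319 to SCO0320 was 0.747 and 0.788 in these cultures. On day 1 wild type had 0 counts on SCO0319, 5 on SCO0320 and 8 on SCO0321. In ΔsoxR on day 3 the counts were 2 and 4 on SCO0319, 4 and 5 on SCO0320, and 15 and 15 on SCO0321. SCO0318, the gene next to SCO0319, had 3 and 1 counts in wild type on day 3. Of SCO0319, SCO0320 and SCO0321, SCO0319 moved the most with the processing, to a log2 fold change of -7.01 for ΔsoxR against wild type without ΔsoxR replicate b, from -6.40. The shared strand of the reads and the reads between the genes led the paper to look for an unannotated transcript.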

To investigate the possibility that these reads derived from a previously unannotated transcript, we reannotated and manually curated all possible ORFs within this region. 

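Figure S2 gives the SCO0320ext sequence as 957 nucleotides from its ATG. The annotated gene SCO0320 begins at aligned position 499 of it and matches the rest of SCO0320ext with 0 mismatches over 460 nucleotides. The paper's positions 319614 to 320569 are on the chromosome of S. coelicolor A3(2), and Table S4 places its match to the open reading frame on the plus strand from 319613 to 320107, a stretch of 495 bp. On day 3, the part annotated as SCO0319 had a normalized count of 242 ± 27.4 (SD, n = 2) in wild type and the part annotated as SCO0320 of 315 ± 47.5 (SD, n = 2).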

An alternate ORF that spans the region of what is currently annotated as *SCO0319* and *SCO0320* was identified, which we have named *SCO0320ext* (corresponding to chromosomal positions 319614-320569; **Figure 3B**). A BLAST search [29] of the translated amino acid sequence from *SCO0320ext* revealed that its N-terminal region is homologous to *SLI_0274*, a quinone oxidoreductase in *S. lividans,* the C-terminus of which had previously been identified as homologous to *SCO0320* (**Figure S2**). 

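Table S4 lists a SoxR-binding site of 18 bp, the soxbox, upstream of each regulon gene, with its position relative to the 5′ end of the gene's match on the chromosome. For SCO0320ext (plus strand, 319613 to 320107) the site is CCTCGACCGGACTTGAGG at -44. For SCO7008 (plus strand, 7782661 to 7784532) it is CCTCAAGGTTGGTCGAGG at -22. The other 4 genes lie on the minus strand, SCO1178 from 1242337 to 1242783 with CCTCAACCGTGGTCGAGG at -15, SCO1909 from 2046255 to 2046959 with CCTCAACCTTGGTCGAGG at -49, SCO2478 from 2669527 to 2670111 with CCTCAAGCAAACTTGAGG at -61, and SCO4266 from 4681889 to 4682866 with CCTCAAGCAGGCTTGAGG at -49. The site is read as an inverted repeat, so that each base of the left arm pairs with its mirror position in the right arm. The number of such complementary pairs was 5 for SCO0320ext, 5 for SCO7008, 7 for SCO1178, 7 for SCO1909, 7 for SCO2478 and 8 for SCO4266. The paper's log-odds score, which compares the match to the soxbox motif with the base frequencies of the genome, was 16.5 for SCO0320ext and ranged from 16.5 (SCO1178) to 30.0 (SCO2478) for the others. The paper describes the site upstream of SCO0320ext as a potential SoxR-binding site in a promoter that resembles those of the 5 established targets.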

Intriguingly, the DNA region upstream of *SCO0320ext* revealed a potential SoxR binding site and a promoter architecture that resembles the promoters of the five confirmed SoxR targets in *S. coelicolor* (**Figure 3C**).

**Figure 2:**
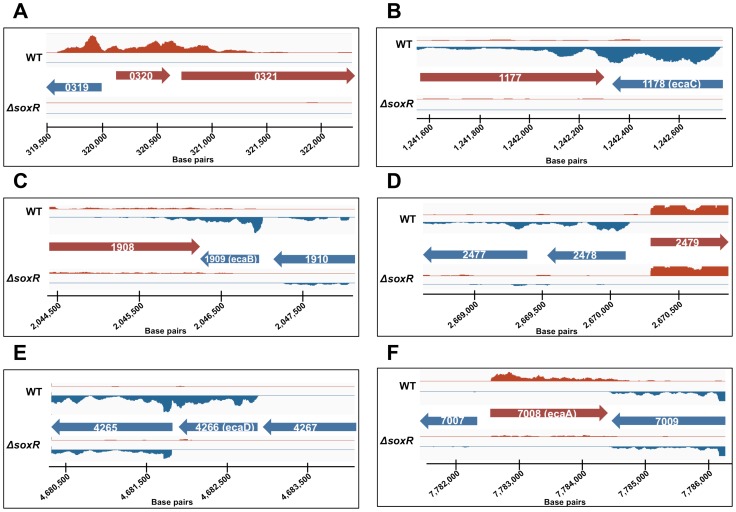
RNA-Seq reads visualized on Integrative Genomics Viewer. Reads were obtained from RNA isolated from 3-day old wild type and Δ*soxR* samples grown on R2YE medium. Red indicates the positive strand; blue indicates the negative strand; scale bar indicates the chromosomal position in the *S. coelicolor* M145 genome. A) *SCO0319-SCO0321;* B) *SCO1177-SCO1179;* C) *SCO1908-SCO1910;* D) *SCO2477-SCO2479;* E) *SCO4265-SCO4267;* F) *SCO7007-SCO7009.*

**Figure 3:**
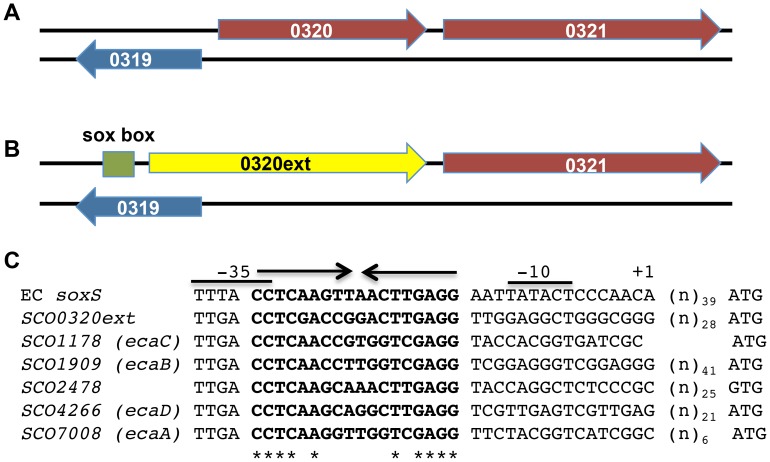
Reannotation of the *SCO0319-SCO0321* region in *S. coelicolor*. (A) *SCO0319* is annotated in StrepDB as transcribed divergently from *SCO0320* and *SCO0321*. (B) Reannotation of the same region using Geneious (v.7.1.4 Biomatters) predicts that *SCO0320* initiates further upstream within the *SCO0319* ORF; the reannotated ORF is renamed *SCO0320ext.* A conserved SoxR-binding site (soxbox) is positioned upstream of *SCO0320ext.* (C) The putative promoter of *SCO0320ext* is aligned with the *E. coli soxS* promoter and the promoters of five confirmed SoxR target genes in *S. coelicolor.* SoxR binding sites are indicated in bold type, and the inverted arrows depict the sequence of dyad symmetry. The asterisks indicate conserved nucleotides within the SoxR binding site. The transcriptional start site of *E. coli soxS* is labeled +1, and the −10 and −35 sequences are indicated. The number of nucleotides to the predicted start codons of the different genes is shown.

To test if SoxR binds to the putative promoter of *SCO0320ext*, we conducted EMSA with purified SoxR and a DNA fragment that spans the region upstream of *SCO0320ext*. **Figure 4** shows that SoxR binds to this region with high affinity; the amount of protein needed to bind 50% of the DNA was between 5 and 10 nM (**Figure 4**), which is comparable to the affinity of SoxR for its other target genes in *S. coelicolor* [5]. Specificity of binding was demonstrated by addition of 500-fold excess of unlabeled competitive DNA that resulted in displacement of SoxR from the labeled probe (**Figure 4**). This result, combined with the qRT-PCR assays described above, strongly suggests that *SCO0320ext* is a direct SoxR target, and the sixth member of the SoxR regulon in *S. coelicolor*.

**Figure 4:**
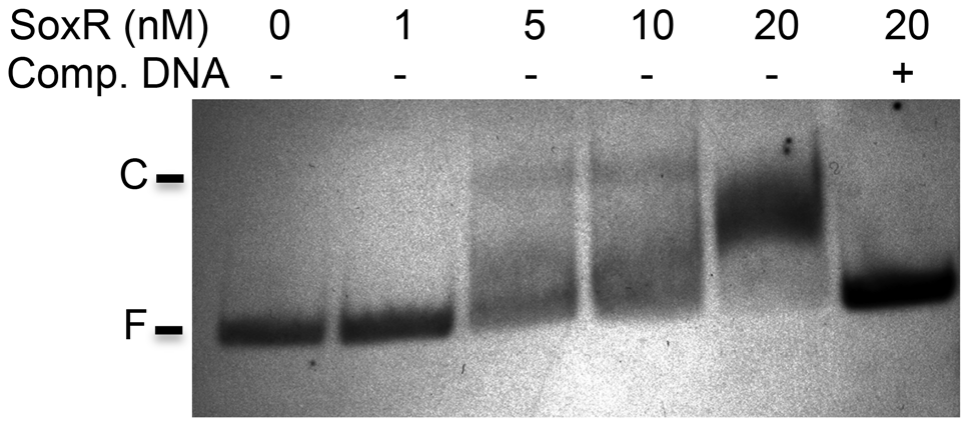
SoxR binds to the promoter of *SCO0320ext in vitro*. A DIG-end-labeled DNA fragment spanning the putative promoter region of *SCO0320ext* was incubated with increasing amounts of purified histidine-tagged SoxR protein. Protein-bound complexes (C) and free DNA (F) were separated on a 5% native polyacrylamide gel. The specificity of SoxR binding was demonstrated by the addition of a 500-fold molar excess of unlabeled competitor probe.

### SCO0321 and SCO1177 are not SoxR targets, but artifacts of transcriptional read-through

These results helped explain how SoxR regulates transcription of *SCO0320ext.* However, we were left with two other potential SoxR targets (*SCO0321* and *SCO1177)* that do not appear to harbor a SoxR-binding site in their putative promoters, leaving the mechanism of their regulation unclear. Given that the RNA-seq reads for *SCO0321* are concentrated within the 5′ end of the gene (**Figures 2A** **and** **5A** **)**, we propose that *SCO0321* is not a real SoxR-target, but likely an artifact of transcriptional read-through from *SCO0320ext*. 

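The files give the reads of SCO0321 as 1 count for the whole gene, so their concentration at the 5′ end is not in the files analysed here. The normalized count of SCO0321 on day 3 was 253 ± 35.1 (SD, n = 2) in wild type and 13.7 ± 0.800 (SD, n = 2) in ΔsoxR. It decreased 18.4-fold in ΔsoxR, and SCO0320 decreased 74.8-fold. ΔsoxR kept 5.39% of the wild type count of SCO0321 and 1.30% of that of SCO0320. On day 1 the counts of SCO0321 were 8 in wild type and 15 in ΔsoxR. With wild type replicate a left out, the log2 fold change of SCO0321 was -4.06 in place of -4.20. From the position of the reads, the paper proposes read-through from SCO0320ext.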

The primers that were used in the previously described qRT-PCR validation assays for *SCO0321* (0321N-F and 0321N-R; **Figure 5B**) bind within the 5′ region of the gene that demonstrated high RNA-Seq reads (**Figure 5A**). However, when we used a different set of primers (0321C-F and 0321C-R; **Figure 5B**) that bind within the 3′ region of the gene, we did not observe an RT product (**Figure 5C**). This result is consistent with the lack of RNA-seq reads within the 3′ region of *SCO0321* and indicates that the complete sequence of *SCO0321* is not independently transcribed under our experimental conditions.

**Figure 5:**
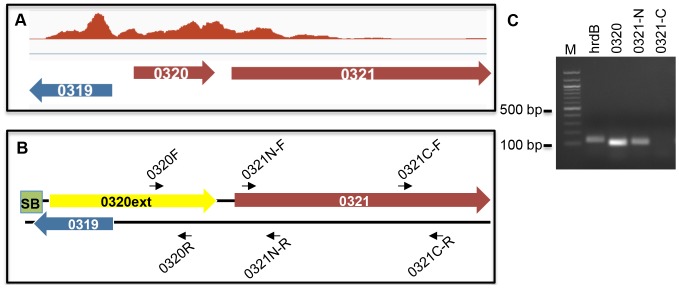
Transcription of *SCO0320ext* results in read-through into the 5′ region of *SCO0321*. (A) RNA-seq reads of the *SCO0319-SCO0321* region obtained from RNA obtained from three-day old M145 wild type cells. (B) Schematic representation of reannotated *SCO0319-SCO0321* region. Predicted ORFs are indicated by block arrows; the box labeled “SB” indicates the SoxR-binding site upstream of *SCO0320ext.* The primers used for RT-PCR analysis are indicated; primer sequences are reported in Table S1. (C) RT-PCR analysis was carried out on RNA isolated from 3-day old wild type cultures grown on R2YE plates. The *hrdB* gene encodes the house-keeping sigma factor, and was included as a control. *SCO0320ext* was amplified using primers 0320F and 0320R; the 5′ region of *SCO0321* was amplified with primers 0321N-F and 0321N-R; the 3′ region of *SCO0321* was amplified with primers 0321C-F and 0321C-R. The first lane contains the 100-bp marker (New England Biolabs).

An examination of the RNA-Seq reads for *SCO1177* similarly suggested that this gene is not a SoxR-target but an artifact of transcriptional read-through from the adjacent gene, *SCO1178 (ecaC),* a confirmed SoxR regulated gene. 

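SCO1177 followed SCO1178 in the counts. Its normalized count on day 3 was 191 ± 22.0 (SD, n = 2) in wild type and 8.52 ± 4.00 (SD, n = 2) in ΔsoxR, a log2 fold change of -4.45 (standard error 0.317, q = 0.00143, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), beside -5.74 for SCO1178. There were 0.652 and 0.628 counts of SCO1177 for each count of SCO1178 in the wild type replicates. In ΔsoxR on day 3 the ratio was 4.33 and 0.667, over no more than 13 counts. On day 1 it was 1.00 in wild type and 1.60 in ΔsoxR, also over few counts. From day 1 to day 3 in wild type, SCO1177 rose by 4.93 on the log2 scale (standard error 0.475, q = 3.26e-04) and SCO1178 by 5.58 (standard error 0.538, q = 3.28e-04). SCO1179, on the other side of SCO1178, had 8 and 15 counts in wild type and 5 and 15 in ΔsoxR on day 3. With so few reads, no difference was detected (log2 fold change -0.199, standard error 0.611, q = 0.911). The fit without ΔsoxR replicate a gave the largest shift for SCO1177, to a log2 fold change of -5.04. The paper takes the reads on SCO1177 as evidence of transcriptional read-through from SCO1178.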

As annotated in StrepDB, *SCO1177* and *ecaC* are convergently transcribed from opposite strands, however all RNA-Seq reads for *SCO1177* map to the sense strand for *ecaC* (**Figure 2B**). Moreover, the reads for *SCO1177* cluster towards the 3′ end of the gene that is closest to *ecaC,* and could readily be explained by transcriptional read-through of *ecaC.* Here, *SCO1177* was detected as a SoxR-target in our initial RNA-Seq analysis because read counts were compiled without regard to strand specificity. Furthermore, the primers used in the qRT-PCR validation assays for *SCO1177* happen to prime within the 3′ region of this gene that demonstrated high RNA-Seq reads (**Figure 2B**). It should be noted that we did not observe significant reads in the region corresponding to the sense strand of *SCO1177* in either wild type or Δ*soxR* strains at any of the time points sampled (day 3 reads shown in **Figure 2B**; day 1 data not shown). 

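The counts compiled without strand set an upper limit to the sense reads of SCO1177. In the cultures where SCO1178 was low, SCO1177 had 5 counts in wild type on day 1, 8 in ΔsoxR on day 1, and 13 and 6 in ΔsoxR on day 3. In wild type on day 3 it had 193 and 225 counts on both strands together, and the split between strands is not in the files analysed here. No change of the normalized count from day 1 to day 3 was detected in ΔsoxR. The log2 fold change was -0.133 (standard error 0.579, q = 0.889, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), measured with few reads.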

Thus, *SCO1177* also does not appear to be expressed under the growth conditions used in this work.

## Discussion

In this work we expanded the SoxR regulon in *S. coelicolor* by comparing the transcriptomes of wild type and *soxR* null mutant strains in stationary phase using RNA-Seq. This regulon is composed of six genes induced by SoxR in response to the redox-active antibiotic Act that is produced in stationary phase. Five of these genes (*ecaA-ecaD, SCO2478*) were previously identified as SoxR-dependent using a bioinformatics approach designed to identify genes based on the presence of a SoxR-binding site in putative promoter regions [5], [6]. The Act-dependent expression of four of the SoxR-targets (ecaA-ecaD) was independently described by Huang and co-workers [20]. The sixth S. coelicolor SoxR-regulon member identified in this work, *SCO0320ext,* was missed by the bioinformatic search for SoxR-targets, and was also not previously identified as an “*eca”* gene.

*SCO0320ext* encodes a putative quinone oxidoreductase with homology to *SLI_0274 *in *S. lividans* and *SAV_4018 *in *Streptomyces avermitilis* (**Table 4**). Both the *S. lividans* and *S. avermitilis* homologs of *SCO0320ext* contain putative SoxR-binding sites in their promoters suggesting that they may be under SoxR regulation in these organisms as well. It is peculiar that only the amino-terminal half of *SCO0320ext* is homologous to the other two proteins. As illustrated in **Figure S2**, there is almost complete sequence identity between the amino-terminal halves of *SCO0320ext* and *SLI_0274*, but clear divergence in the carboxy-terminal halves. 

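The Figure S2 alignment was compared position by position, counting from 1 at the A of the ATG of SLI_0274. It spans 958 nucleotides, with 1 deletion in SCO0320ext at aligned position 494, the first of a run of 3 C (494 to 496) in SLI_0274, and 4 mismatches, C47G, G373T, G411A and A759G, where the first base is that of SLI_0274 and the last that of SCO0320ext. Before the deletion, 162 of 164 amino acid residues were identical. After it, 4 of the 154 residues of SCO0320ext matched the residue of SLI_0274 at the same place in the alignment.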

An alignment of the nucleotide sequences of *SLI_0274* and *SCO0320ext* shows a single base difference (deletion of cytosine 494) in *SCO0320ext* that causes a shift in the open reading frame (**Figure S2A**). Interestingly, *SCO0320* (as annotated in StrepDB) is almost identical to the carboxy-terminal half of *SLI_0274* (**Figure S2**). 

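In the alignments of Figure S2, SCO0320 differed from SLI_0274 by 1 mismatch over 460 nucleotides, and all 157 of its aligned residues were identical to those of SLI_0274.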

Thus it appears that *S. coelicolor* M145 acquired a mutation making what was originally one gene (that corresponding to *SCO0320ext*), appear to be two separate genes (*SCO0319* and *SCO0320*). Analysis of the nucleotide sequence of this region in two other *S. coelicolor* A3(2) derivatives (M600 and J1501) showed the same base deletion found in M145 (data not shown). At this point it is unclear if *SCO0320ext* is functional in *S. coelicolor*, or if the mutation has any physiological consequences for the organism.

**Table 4:** Conservation of the *S. coelicolor* SoxR regulon in other *Streptomyces* species^a^.

Predicted function		*S. coelicolor* homolog in^b^:					
	*SCO*	*SAV* c	*SCLAV*	*SGR*	*SLI*	*SCAB*	*SVEN*
Quinone oxidoreductase	*0320ext*	*4018*	None	None	*0274*	None	None
Monooxygenase	*1909 (ecaB)*	None	*1111*	*5610*	*2221*	*70221*	*1541*
NAD-dependent epimerase/dehydratase	*1178 (ecaC)*	None	*p0595*	*3374*	*1455*	*5581*	*4172*
Flavoprotein reductase	*2478*	*5665*	*1679*	*5059*	*2813*	*62351*	*2266*
Oxidoreductase	*4266 (ecaD)*	*3956*	*3239*	*4037*	*4501*	None	*4021*
ABC transporter	*7008 (ecaA)*	*7218*	*0059*	*6589*	*7210*	*12171*	None

a *Streptomyces* species listed are as follows: *SCO, S. coelicolor; SAV, S. avermitilis; SCLAV, S. clavuligerus; SGR, S. griseus; SLI, S. lividans; SCAB, S. scabies; SVEN, S. venezuelae*.

b Each gene listed in this table contains a putative SoxR-binding site within 200 bp upstream of its predicted open reading frame in each species in which it was found. Sequences are available in Table S4.

c The *S. avermitilis* genome harbors two other genes whose promoters contain conserved SoxR binding sites: *SAV_1623* (putative transketolase, and *SAV_4017* (putative TetR family transcriptional regulator).

SoxR is typically considered a transcriptional activator. Nevertheless, we analyzed our RNA-Seq data for genes whose expression may be inhibited by SoxR. 

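In ΔsoxR on day 3, 58 genes were at least 4-fold higher than in wild type with a q-value of at most 0.5, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They include all 34 genes of Table S2, whose fold increase ranged from 4.01 to 9.92 and whose q-values ranged from 0.00142 to 0.142. For each of the 34 genes, both ΔsoxR cultures lay above both wild type cultures. The 24 increased genes outside Table S2 all had a mean normalized count under 20 in ΔsoxR. Among the 34 genes of Table S2, the largest increase was that of SCO4684. Its normalized count was 373 ± 127 (SD, n = 2) in wild type and 3698 ± 150 (SD, n = 2) in ΔsoxR (log2 fold change 3.31, standard error 0.258, q = 0.00169). SCO4681 rose from 46.1 ± 15.8 to 457 ± 39.6 (log2 fold change 3.31, standard error 0.262, q = 0.00169) and SCO4671 from 11.4 ± 1.86 to 94.3 ± 7.45 (log2 fold change 3.03, standard error 0.268, q = 0.00289). SCO2055 rose from 170 ± 17.3 to 1205 ± 133 (log2 fold change 2.82, standard error 0.190, q = 0.00142), and SCO1277 from 122 ± 17.6 to 531 ± 4.09 (log2 fold change 2.13, standard error 0.186, q = 0.00287). Of the 34 genes, 18 have numbers from SCO4671 to SCO4694. With DESeq2's Wald test, 30 genes passed the thresholds in place of 58.

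**Figure D3:**
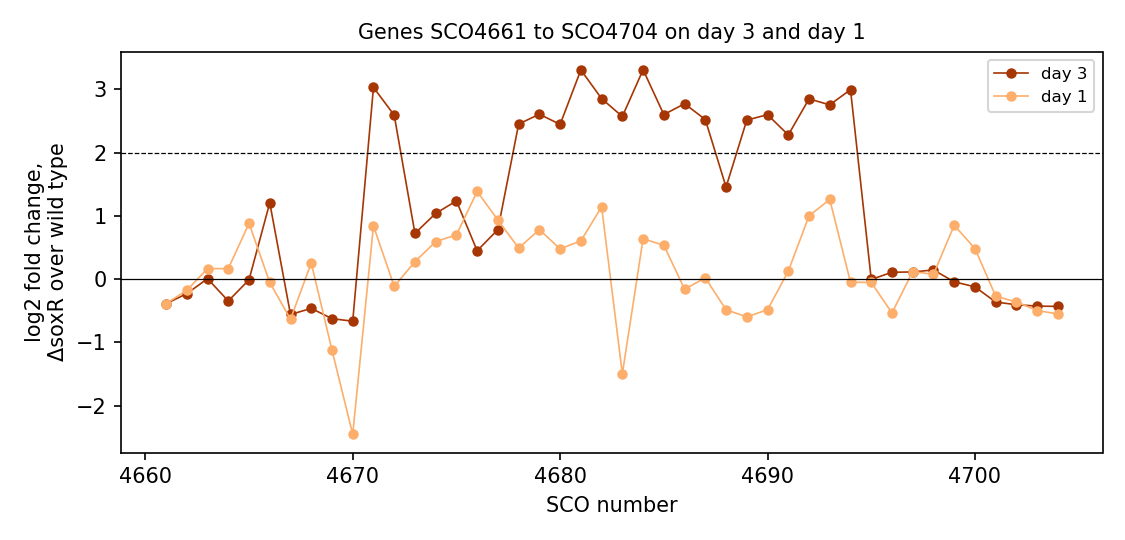
The log2 fold change of ΔsoxR over wild type on day 3 and on day 1 for genes in order of their SCO number around SCO4671 to SCO4694, with a dashed line at 4-fold. On day 3 the genes from SCO4671 to SCO4694 have a median of 2.58 and the 20 flanking genes a median of -0.287.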

Several candidate genes were found to be overexpressed in the Δ*soxR* mutant compared to wild type (≥4-fold difference; **Table S2**). From this list, thirteen genes showed statistically significant differential expression (q-value ≤ 0.1), and were selected for validation by qRT-PCR performed on RNA isolated from independent biological samples. 

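With a q-value of at most 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 33 genes were at least 4-fold higher in ΔsoxR, 32 of them in Table S2. The 13 genes of Table S3 are among them. Their log2 fold changes ranged from 2.13 (SCO1277) to 3.31 (SCO4684), and their q-values from 0.00142 (SCO2055) to 0.0717 (SCO6502). SCO6502 had 7 and 8 counts in wild type on day 3 and 27 and 47 in ΔsoxR, and its log2 fold change of 2.28 had a standard error of 0.449. The other 12 genes had a q-value of at most 0.0136 (SCO4690). On day 1, with 1 culture per strain, SCO4683 had 166 counts in wild type and 61 in ΔsoxR, SCO4684 had 52 and 84, SCO2055 had 32 and 45, and SCO1277 had 2 and 9. SCO6502 moved the most, to a log2 fold change of 1.77 (q = 0.844) without ΔsoxR replicate b. SCO1277 was just under 4-fold without wild type replicate a, with a log2 fold change of 1.98. The qRT-PCR values of Table S3 come from other cultures, which are not in the files analysed here.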

Of these, only six showed significantly different expression levels (≥4-fold) in wild type and the Δ*soxR* mutant by qRT-PCR (**Table S3**). However, none of these six genes passed the complementation test, where we expected lower expression in the wild type and *soxR*-complemented backgrounds compared to the *soxR*–deficient background. Instead, most were overexpressed in the *soxR*-complemented strain contrary to the predicted pattern (**Figure S1**). It can thus be concluded that SoxR does not function as a transcriptional inhibitor in *S. coelicolor*.

As described earlier, SoxR stimulates the production of a similar group of genes (transporters and redox enzymes) in *S. coelicolor* and *P. aeruginosa* in response to endogenously produced antibiotics; Act in the former and phenazines in the latter. This scenario appears to be maintained in other sequenced streptomycetes. An analysis of seven *Streptomyces* species that are annotated in the *Streptomyces* database (http://strepdb.Streptomyces.org.uk) shows that all six SoxR-regulated genes in *S. coelicolor* have homologs in its closest relative *S. lividans,* while a subset of these genes are conserved in the five other *Streptomyces* species (**Table 4**). Notably, all the genes listed in **Table 4** contain a SoxR-binding sequence (soxbox) in their promoters suggesting that they are under SoxR control (soxbox sequences available in **Table S4**). A more extensive survey of 55 sequenced *Streptomyces* species showed the presence of *soxR* in every species analyzed (**Table S4;** **Figure 6**). Interestingly, while *soxR* is not autoregulated in *S. coelicolor,* about 13 percent of *soxR* homologs in other *Streptomyces* surveyed showed a potential soxbox upstream suggesting that these homologs may be autoregulated. The suite of SoxR-regulated genes in *S. coelicolor* is fairly well conserved in the other streptomycetes analyzed, ranging from 100 percent conservation of *ecaA* to 33 percent for *ecaC* (**Table S4;** **Figure** 6). When found, these genes commonly contain a potential soxbox within one kilobase pairs upstream (**Table S4;** **Figure 6**). *SCO0320ext* is a notable exception with only 23 percent of homologs harboring a soxbox sequence. While none of the other species aside from *S. coelicolor* produce Act *per se*, members of this genus are known to produce other biologically active secondary metabolites. These molecules could serve as signals that trigger SoxR activity in other streptomycetes. Knowledge of the individual genes regulated by SoxR will facilitate further studies to elucidate the function of this regulatory protein and its regulon in antibiotic producers.

**Figure 6:**
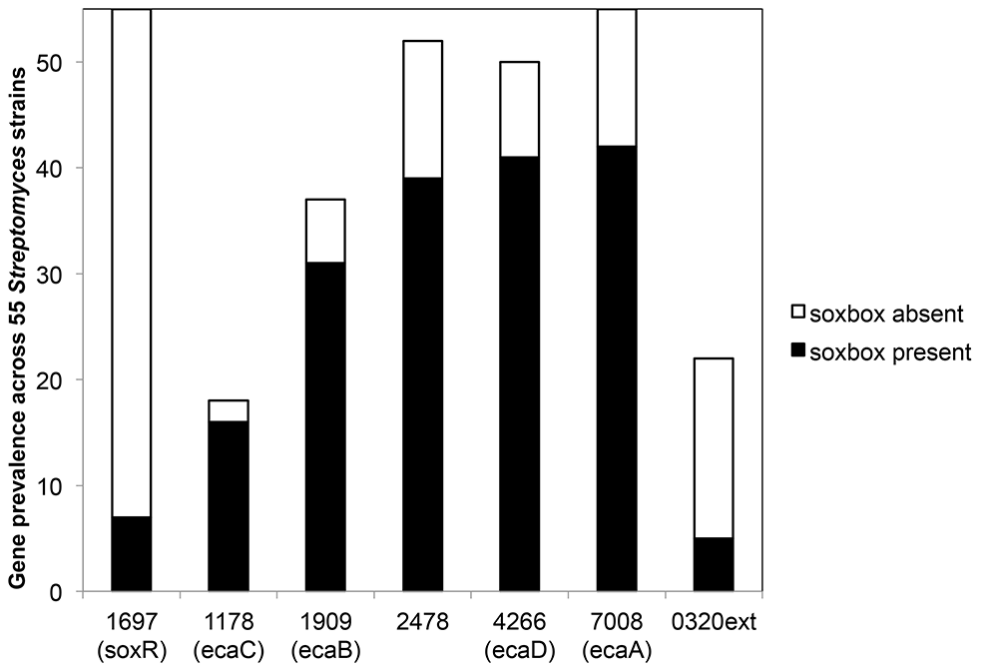
Extent of conservation of the SoxR regulon in 55 *Streptomyces* species. The graph shows the number of *Streptomyces* species surveyed that contain sequences homologous to *soxR* or SoxR-regulated genes from *S. coelicolor.* The black segment indicates the number of homologs with a soxbox motif within 1 kb upstream, while the white segment shows those that lack a soxbox sequence.

## Supporting Information

Figure S1 **Complementation analysis to further assess the SoxR-dependence of genes identified by RNA-Seq.**
(DOCX) Click here for additional data file.

Figure S2 **Sequence alignment of** ***SCO0320ext*** **and** ***SCO0320*** **with the quinone oxidoreductase** ***SLI_0274*** **from** ***S. lividans.***
(DOCX) Click here for additional data file.

Table S1 **Primers used in this study.**
(DOCX) Click here for additional data file.

Table S2 **Genes identified by RNA-Seq as upregulated in Δ** ***soxR*** **compared to WT in stationary phase.**
(DOCX) Click here for additional data file.

Table S3 **Validation of RNA-Seq data reported in Table S2 by quantitative RT-PCR.**
(DOCX) Click here for additional data file.

Table S4 **tblastn matches of genes of the SoxR regulon to** ***Streptomyces*** **whole genome sequences regions.** Soxbox positions are listed relative to the 5′ end of the blast hit.
(XLSX) Click here for additional data file.

## References

[1] DietrichLEP, TealTK, Price-WhelanA, NewmanDK (2008) Redox-active antibiotics control gene expression and community behavior in divergent bacteria. Science 321: 1203–1206 10.1126/science.1160619 18755976PMC2745639

[2] NunoshibaT, HidalgoE, Amábile-CuevasCF, DempleB (1992) Two-stage control of an oxidative stress regulon: the *Escherichia coli* SoxR protein triggers redox-inducible expression of the soxS regulatory gene. J Bacteriol 174: 6054–6060.140015610.1128/jb.174.19.6054-6060.1992PMC207670

[3] KobayashiK, TagawaS (2004) Activation of SoxR-dependent transcription in *Pseudomonas aeruginosa* . J Biochem 136: 607–615 10.1093/jb/mvh168 15632300

[4] EiamphungpornW, CharoenlapN, VattanaviboonP, MongkolsukS (2006) *Agrobacterium tumefaciens* soxR is involved in superoxide stress protection and also directly regulates superoxide-inducible expression of itself and a target gene. J Bacteriol 188: 8669–8673 10.1128/JB.00856-06 17041041PMC1698218

[5] Dela CruzR, GaoY, PenumetchaS, SheplockR, WengK, et al (2010) Expression of the *Streptomyces coelicolor* SoxR regulon is intimately linked with actinorhodin production. J Bacteriol 192: 6428–6438 10.1128/JB.00916-10 20952574PMC3008532

[6] ShinJ-H, SinghAK, CheonD-J, RoeJ-H (2011) Activation of the SoxR regulon in Streptomyces coelicolor by the extracellular form of the pigmented antibiotic actinorhodin. J Bacteriol 193: 75–81 10.1128/JB.00965-10 21037009PMC3019960

[7] MahavihakanontA, CharoenlapN, NamchaiwP, EiamphungpornW, ChattrakarnS, et al (2012) Novel roles of SoxR, a transcriptional regulator from *Xanthomonas campestris*, in sensing redox-cycling drugs and regulating a protective gene that have overall implications for bacterial stress physiology and virulence on a host plant. J Bacteriol 194: 209–217 10.1128/JB.05603-11 22056938PMC3256661

[8] BradleyTM, HidalgoE, LeautaudV, DingH, DempleB (1997) Cysteine-to-alanine replacements in the *Escherichia coli* SoxR protein and the role of the [2Fe-2S] centers in transcriptional activation. Nuc Acids Res 25: 1469–1475 10.1093/nar/25.8.1469 PMC1466169092651

[9] SheplockR, RecinosDA, MackowN, DietrichLEP, ChanderM (2013) Species-specific residues calibrate SoxR sensitivity to redox-active molecules. Mol Microbiol 87: 368–381 10.1111/mmi.12101 23205737PMC3545107

[10] GreenbergJT, MonachP, ChouJH, JosephyPD, DempleB (1990) Positive control of a global antioxidant defense regulon activated by superoxide-generating agents in *Escherichia coli* . Proc Natl Acad Sci USA 87: 6181–6185 10.1073/pnas.87.16.6181 1696718PMC54496

[11] TsanevaIR, WeissB (1990) *soxR*, a locus governing a superoxide response regulon in *Escherichia coli* K-12. J Bacteriol 172: 4197–4205.169589310.1128/jb.172.8.4197-4205.1990PMC213242

[12] Amábile-CuevasCF, DempleB (1991) Molecular characterization of the *soxRS* genes of *Escherichia coli*: two genes control a superoxide stress regulon. Nuc Acids Res 19: 4479–4484 10.1093/nar/19.16.4479 PMC3286371653416

[13] WuJ, WeissB (1991) Two divergently transcribed genes, soxR and soxS, control a superoxide response regulon of *Escherichia coli* . J Bacteriol 173: 2864–2871.170838010.1128/jb.173.9.2864-2871.1991PMC207867

[14] PomposielloPJ, BennikMH, DempleB (2001) Genome-wide transcriptional profiling of the *Escherichia coli* responses to superoxide stress and sodium salicylate. J Bacteriol 183: 3890–3902 10.1128/JB.183.13.3890-3902.2001 11395452PMC95271

[15] PalmaM, ZuritaJ, FerrerasJA, WorgallS, LaroneDH, et al (2005) *Pseudomonas aeruginosa* SoxR does not conform to the archetypal paradigm for SoxR-dependent regulation of the bacterial oxidative stress adaptive response. Infect Immun 73: 2958–2966 10.1128/IAI.73.5.2958-2966.2005 15845502PMC1087365

[16] ParkW, Peña-LlopisS, LeeY, DempleB (2006) Regulation of superoxide stress in *Pseudomonas putida* KT2440 is different from the SoxR paradigm in *Escherichia coli* . Biochem Biophys Res Commun 341: 51–56 10.1016/j.bbrc.2005.12.142 16412384

[17] DietrichLEP, Price-WhelanA, PetersenA, WhiteleyM, NewmanDK (2006) The phenazine pyocyanin is a terminal signalling factor in the quorum sensing network of *Pseudomonas aeruginosa* . Mol Microbiol 61: 1308–1321 10.1111/j.1365-2958.2006.05306.x 16879411

[18] SinghAK, ShinJ-H, LeeK-L, ImlayJA, RoeJ-H (2013) Comparative study of SoxR activation by redox-active compounds. Mol Microbiol 90: 983–996 10.1111/mmi.12410 24112649PMC3872530

[19] SciaraG, KendrewSG, MieleAE, MarshNG, FedericiL, et al (2003) The structure of ActVA-Orf6, a novel type of monooxygenase involved in actinorhodin biosynthesis. EMBO J 22: 205–215 10.1093/emboj/cdg031 12514126PMC140106

[20] HuangJ, LihCJ, PanKH, CohenSN (2001) Global analysis of growth phase responsive gene expression and regulation of antibiotic biosynthetic pathways in *Streptomyces coelicolor* using DNA microarrays. Genes Dev 15: 3183–3192 10.1101/gad.943401 11731481PMC312833

[21] Kieser T, Bibb MJ, Buttner MJ, Chater KF, Hopwood DA (2000) Practical *Streptomyces* genetics. Norwich, England: The John Innes Foundation.

[22] BentleySD, ChaterKF, Cerdeño-TárragaA-M, ChallisGL, ThomsonNR, et al (2002) Complete genome sequence of the model actinomycete *Streptomyces coelicolor* A3(2). Nature 417: 141–147 10.1038/417141a 12000953

[23] LiH, DurbinR (2009) Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics 25: 1754–1760 10.1093/bioinformatics/btp324 19451168PMC2705234

[24] QuinlanAR, HallIM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26: 841–842 10.1093/bioinformatics/btq033 20110278PMC2832824

[25] GiardineB, RiemerC, HardisonRC, BurhansR, ElnitskiL, et al (2005) Galaxy: a platform for interactive large-scale genome analysis. Genome Res 15: 1451–1455 10.1101/gr.4086505 16169926PMC1240089

[26] BlankenbergD, Kuster vonG, CoraorN, AnandaG, LazarusR, et al (2010) Galaxy: a web-based genome analysis tool for experimentalists. Curr Protoc Mol Biol Chapter 19: 19.10.1–.10.21 10.1002/0471142727.mb1910s89 PMC426410720069535

[27] GoecksJ, NekrutenkoA, TaylorJ (2010) Galaxy Team (2010) Galaxy: a comprehensive approach for supporting accessible, reproducible, and transparent computational research in the life sciences. Genome Biol 11: R86–R86 10.1186/gb-2010-11-8-r86 20738864PMC2945788

[28] AndersS, HuberW (2010) Differential expression analysis for sequence count data. Genome Biol 11: R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[29] AltschulSF, GishW, MillerW, MyersEW, LipmanDJ (1990) Basic local alignment search tool. J Mol Biol 215: 403–410 10.1016/S0022-2836(05)80360-2 2231712

[30] RozenS, SkaletskyH (2000) Primer3 on the WWW for general users and for biologist programmers. Methods Mol Biol 132: 365–386.1054784710.1385/1-59259-192-2:365

[31] CockPJA, AntaoT, ChangJT, ChapmanBA, CoxCJ, et al (2009) Biopython: freely available Python tools for computational molecular biology and bioinformatics. Bioinformatics 25: 1422–1423 10.1093/bioinformatics/btp163 19304878PMC2682512

[32] FlorianoB, BibbM (1996) afsR is a pleiotropic but conditionally required regulatory gene for antibiotic production in *Streptomyces coelicolor* A3(2). Mol Microbiol 21: 385–396 10.1046/j.1365-2958.1996.6491364.x 8858592

[33] RigaliS, DerouauxA, GiannottaF, DusartJ (2002) Subdivision of the helix-turn-helix GntR family of bacterial regulators in the FadR, HutC, MocR, and YtrA subfamilies. J Biol Chem 277: 12507–12515 10.1074/jbc.M110968200 11756427

[34] RobinsonJT, ThorvaldsdottirH, WincklerW, GuttmanM, LanderES, et al (2011) Integrative genomics viewer. Nat Biotechnol 29: 24–26 10.1038/nbt.1754 21221095PMC3346182

[35] ThorvaldsdottirH, RobinsonJT, MesirovJP (2013) Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinformatics 14: 178–192 10.1093/bib/bbs017 22517427PMC3603213

# Supplementary material for: RNA-Seq Analysis Reveals a Six-Gene SoxR Regulon in Streptomyces coelicolor
**Source:** PLoS One. 2014 Aug 27;9(8):e106181. doi: 10.1371/journal.pone.0106181
**Supplement:** Figure S1 — Complementation analysis to further assess the SoxR-dependence of genes identified by RNA-Seq.

**Figure S1. Complementation analysis to further assess the SoxR-dependence of genes identified by RNA-Seq.** qRT-PCR was performed on RNA isolated from WT/pSET152, Δ*soxR*/pSET152, and a Δ*soxR* strain complemented with wild-type *soxR* (pSoxR), that were grown on R2YE plates for 3 days. The expression levels of all genes were standardized to the level of the constitutively expressed housekeeping sigma factor, *hrdB,* and normalized to expression in WT/pSET152.

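The strains in Figure S1 carry pSET152, a plasmid that integrates into the chromosome, either empty or with a wild-type copy of soxR. A gene that SoxR represses would be higher in ΔsoxR with the empty plasmid and return to the level of wild type once soxR is restored. The qRT-PCR values of Figure S1 are not in the files analysed here.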

# Supplementary material for: RNA-Seq Analysis Reveals a Six-Gene SoxR Regulon in Streptomyces coelicolor
**Source:** PLoS One. 2014 Aug 27;9(8):e106181. doi: 10.1371/journal.pone.0106181
**Supplement:** Figure S2 — Sequence alignment of SCO0320ext and SCO0320 with the quinone oxidoreductase SLI_0274 from S. lividans.

**A.**

110

0320ext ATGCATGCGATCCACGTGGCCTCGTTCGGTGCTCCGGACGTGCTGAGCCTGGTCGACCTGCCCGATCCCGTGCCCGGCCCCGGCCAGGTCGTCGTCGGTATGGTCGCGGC

SLI_0274 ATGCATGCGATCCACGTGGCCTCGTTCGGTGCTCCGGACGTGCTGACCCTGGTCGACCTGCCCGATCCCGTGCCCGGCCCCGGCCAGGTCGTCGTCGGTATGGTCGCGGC

SCO0320 --------------------------------------------------------------------------------------------------------------

*

220

0320ext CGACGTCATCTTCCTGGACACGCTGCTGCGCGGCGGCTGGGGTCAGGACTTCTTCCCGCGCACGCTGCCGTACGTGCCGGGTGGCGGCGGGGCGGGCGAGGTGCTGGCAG

SLI_0274 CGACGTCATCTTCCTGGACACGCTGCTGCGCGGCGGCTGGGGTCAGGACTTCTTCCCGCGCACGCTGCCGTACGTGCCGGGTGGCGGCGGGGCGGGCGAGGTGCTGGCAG

SCO0320 --------------------------------------------------------------------------------------------------------------

330

0320ext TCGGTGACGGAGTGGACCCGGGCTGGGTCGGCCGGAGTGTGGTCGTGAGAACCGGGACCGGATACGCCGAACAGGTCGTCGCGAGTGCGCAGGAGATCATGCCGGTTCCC

SLI_0274 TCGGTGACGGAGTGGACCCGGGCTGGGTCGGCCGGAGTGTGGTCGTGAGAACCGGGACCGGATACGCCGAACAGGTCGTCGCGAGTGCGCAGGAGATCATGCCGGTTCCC

SCO0320 --------------------------------------------------------------------------------------------------------------

440

0320ext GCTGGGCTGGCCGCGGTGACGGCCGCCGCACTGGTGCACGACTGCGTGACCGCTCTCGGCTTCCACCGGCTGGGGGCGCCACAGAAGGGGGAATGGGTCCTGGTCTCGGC

SLI_0274 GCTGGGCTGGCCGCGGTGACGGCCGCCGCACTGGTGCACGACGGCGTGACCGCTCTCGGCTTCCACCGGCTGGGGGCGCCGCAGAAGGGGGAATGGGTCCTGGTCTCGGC

SCO0320 --------------------------------------------------------------------------------------------------------------

* *

550

0320ext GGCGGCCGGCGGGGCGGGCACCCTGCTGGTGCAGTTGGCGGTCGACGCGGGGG-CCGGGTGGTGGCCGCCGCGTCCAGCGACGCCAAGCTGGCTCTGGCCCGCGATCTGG

SLI_0274 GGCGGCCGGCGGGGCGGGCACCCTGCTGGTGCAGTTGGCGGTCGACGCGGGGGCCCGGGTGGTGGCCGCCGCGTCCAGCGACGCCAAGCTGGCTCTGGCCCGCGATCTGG

SCO0320 ----------------------------------------------------------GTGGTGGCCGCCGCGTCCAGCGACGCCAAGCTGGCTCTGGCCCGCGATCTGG

:

660

0320ext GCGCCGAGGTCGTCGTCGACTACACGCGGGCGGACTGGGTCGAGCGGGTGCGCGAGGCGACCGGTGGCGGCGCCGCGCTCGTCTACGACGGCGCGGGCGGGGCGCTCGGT

SLI_0274 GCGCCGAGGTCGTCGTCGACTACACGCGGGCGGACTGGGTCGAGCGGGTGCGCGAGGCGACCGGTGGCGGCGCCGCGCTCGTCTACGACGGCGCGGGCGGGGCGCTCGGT

SCO0320 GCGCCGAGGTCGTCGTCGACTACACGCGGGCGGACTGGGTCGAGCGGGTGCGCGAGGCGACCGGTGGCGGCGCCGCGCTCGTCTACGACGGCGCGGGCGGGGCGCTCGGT

770

0320ext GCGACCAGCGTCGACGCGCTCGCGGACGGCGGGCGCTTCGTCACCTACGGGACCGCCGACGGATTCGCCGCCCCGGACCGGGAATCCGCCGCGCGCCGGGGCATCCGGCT

SLI_0274 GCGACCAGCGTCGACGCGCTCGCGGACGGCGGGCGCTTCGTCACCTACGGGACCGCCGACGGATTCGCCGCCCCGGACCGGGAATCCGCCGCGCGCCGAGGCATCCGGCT

SCO0320 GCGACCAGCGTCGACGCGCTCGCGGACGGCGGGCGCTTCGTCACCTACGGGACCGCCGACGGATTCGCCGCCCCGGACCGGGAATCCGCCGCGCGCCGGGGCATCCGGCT

*

880

0320ext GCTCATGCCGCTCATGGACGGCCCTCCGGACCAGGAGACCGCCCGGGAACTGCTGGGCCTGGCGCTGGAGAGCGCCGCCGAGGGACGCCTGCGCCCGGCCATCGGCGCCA

SLI_0274 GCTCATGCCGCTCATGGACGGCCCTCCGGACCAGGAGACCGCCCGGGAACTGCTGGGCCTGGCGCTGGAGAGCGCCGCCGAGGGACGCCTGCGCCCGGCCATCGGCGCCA

SCO0320 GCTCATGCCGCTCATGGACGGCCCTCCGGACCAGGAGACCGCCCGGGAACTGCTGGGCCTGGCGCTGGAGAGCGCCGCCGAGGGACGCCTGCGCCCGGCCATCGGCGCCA

957

0320ext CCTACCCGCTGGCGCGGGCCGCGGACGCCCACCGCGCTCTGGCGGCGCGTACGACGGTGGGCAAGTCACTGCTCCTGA

SLI_0274 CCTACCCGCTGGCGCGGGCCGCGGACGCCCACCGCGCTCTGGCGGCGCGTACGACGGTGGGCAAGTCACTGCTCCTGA

SCO0320 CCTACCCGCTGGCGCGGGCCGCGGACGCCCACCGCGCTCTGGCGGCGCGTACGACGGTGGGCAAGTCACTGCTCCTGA

**B.**

***************:********************************************************************************************

SCO0320ext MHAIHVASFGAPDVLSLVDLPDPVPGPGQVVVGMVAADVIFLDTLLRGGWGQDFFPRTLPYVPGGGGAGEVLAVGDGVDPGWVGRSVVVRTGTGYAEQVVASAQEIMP

SLI_0274 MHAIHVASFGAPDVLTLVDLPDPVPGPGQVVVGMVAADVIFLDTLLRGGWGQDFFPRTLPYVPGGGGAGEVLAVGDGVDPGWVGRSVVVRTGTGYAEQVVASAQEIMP

SCO0320 ------------------------------------------------------------------------------------------------------------

****************!****************************************

SCO0320ext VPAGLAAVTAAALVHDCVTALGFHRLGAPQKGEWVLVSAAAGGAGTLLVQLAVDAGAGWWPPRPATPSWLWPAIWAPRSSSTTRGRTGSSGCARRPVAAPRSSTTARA

SLI_0274 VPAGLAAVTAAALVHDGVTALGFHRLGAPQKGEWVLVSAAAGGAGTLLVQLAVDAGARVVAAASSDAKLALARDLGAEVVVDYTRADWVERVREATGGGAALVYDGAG

SCO0320 ----------------------------------------------------------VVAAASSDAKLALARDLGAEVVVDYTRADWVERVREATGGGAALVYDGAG

**************************************************

SCO0320ext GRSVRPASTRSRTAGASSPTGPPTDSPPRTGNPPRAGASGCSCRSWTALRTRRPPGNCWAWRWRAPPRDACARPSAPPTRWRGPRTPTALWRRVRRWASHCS

SLI_0274 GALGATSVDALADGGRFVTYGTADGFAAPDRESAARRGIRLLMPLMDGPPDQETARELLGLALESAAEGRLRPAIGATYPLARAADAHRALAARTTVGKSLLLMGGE

SCO0320 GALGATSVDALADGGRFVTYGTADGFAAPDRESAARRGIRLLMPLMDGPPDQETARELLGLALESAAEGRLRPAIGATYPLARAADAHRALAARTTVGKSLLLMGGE

***********************************************************************************************************

**Figure S2.** Sequence alignment of *SCO0320ext* and *SCO0320* with the quinone oxidoreductase *SLI_0274* from *S. lividans.*

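The asterisks and the colon of the nucleotide alignment were counted by comparing SCO0320ext with SLI_0274 position by position, from 1 at the A of the ATG. There are 4 mismatches, C47G, G373T, G411A and A759G, with the base of SLI_0274 first, and the 1 deletion is at aligned position 494.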

A) Nucleotide alignment of the three genes from *Streptomyces.* Mismatches are indicated by an asterisk below the alignment; a deletion is indicated by a colon. B) Amino acid sequence alignment of the predicted open reading frames of the same genes. Identical residues are indicated by an asterisk; conservative substitutions by a colon; non-conservative substitutions by an exclamation point. *SCO0320ext* and *SLI_0274* are highly conserved in the amino-terminal half (identical amino acids shown above the alignment); while *SCO0320* is identical to the carboxy-terminal half of *SLI_0274* (identical amino acids shown below alignment).

# Supplementary material for: RNA-Seq Analysis Reveals a Six-Gene SoxR Regulon in Streptomyces coelicolor
**Source:** PLoS One. 2014 Aug 27;9(8):e106181. doi: 10.1371/journal.pone.0106181
**Supplement:** Table S1 — Primers used in this study.

**Table S1. Primers used in this study**

# Supplementary material for: RNA-Seq Analysis Reveals a Six-Gene SoxR Regulon in Streptomyces coelicolor
**Source:** PLoS One. 2014 Aug 27;9(8):e106181. doi: 10.1371/journal.pone.0106181
**Supplement:** Table S2 — Genes identified by RNA-Seq as upregulated in Δ soxR compared to WT in stationary phase.

**Table S2. Genes identified by RNA-Seq as upregulated in Δ*soxR* compared to WT in stationary phase^a^**

| ***SCO* Number** | **Increase in Δ*soxR* versus WT on Day 3^b^** | | **Decrease in WT on Day 3 vs. Day 1^c^** | | **Predicted function^f^** |
| --- | --- | --- | --- | --- | --- |
|  | **Fold change** | **q-value^d^** | **Fold change^e^** | **q-value^d^** |  |
| *4681* | 10 | 3e-17 | 2 | 3e-1 | Dehydrogenase |
| *4684* | 10 | 2e-23 | 3 | 7e-2 | Cold shock protein |
| *4694* | 8 | 2e-1 | <1 | 1e0 | Hypothetical protein |
| *4671* | 8 | 3e-7 | <-1 | 9e-1 | Putative lysR-family regulatory protein |
| *4999* | 8 | 3e-2 | -2 | 7e-1 | Hypothetical protein |
| *4682* | 7 | 1e-7 | 3 | 2e-1 | Tautomerase |
| *4692* | 7 | 6e-14 | <1 | 8e-1 | Hypothetical protein |
| *2055* | 7 | 3e-16 | 2 | 1e-2 | Membrane associated oxidoreductase |
| *4686* | 7 | 4e-14 | <-1 | 4e-1 | Hypothetical protein |
| *4693* | 7 | 1e-9 | 1 | 6e-1 | Membrane protein |
| *1803* | 6 | 2e-1 | 2 | 1e0 | Oxidoreductase |
| *4690* | 6 | 2e-5 | -3 | 4e-3 | Membrane protein |
| *4679* | 6 | 7e-13 | <1 | 6e-1 | Hypothetical protein |
| *1282* | 6 | 8e-3 | 3 | 8e-1 | Oxidoreductase |
| *4685* | 6 | 5e-13 | <-1 | 10e-1 | DEAD-box RNA helicase |
| *4672* | 6 | 10e-11 | -1 | 2e-1 | Secreted protein |
| *4683* | 6 | 2e-13 | <-1 | 8e-1 | GdhA, NADP-specific glutamate dehydrogenase |
| *4687* | 6 | 7e-13 | <-1 | 7e-1 | Hypothetical protein |
| *4689* | 6 | 5e-7 | -2 | 7e-3 | Hypothetical protein |
| *7494* | 6 | 4e-1 | <1 | 1e0 | Membrane protein |
| *3657* | 6 | 7e-7 | <1 | 1e0 | Hypothetical protein |
| *4678* | 6 | 2e-13 | 1 | 4e-1 | DNA-binding protein |
| *4680* | 5 | 3e-12 | <1 | 6e-1 | DNA-binding protein |
| *1804* | 5 | 9e-2 | 1 | 8e-1 | S-adenosylmethionine:tRNA ribosyltransferase-isomerase |
| *7130* | 5 | 5e-1 | -1 | 9e-1 | Hypothetical protein |
| *6508* | 5 | 4e-1 | -1 | 8e-1 | Gas vesicle synthesis protein |
| *6502* | 5 | 9e-2 | -2 | 1e-1 | Gas-vesicle synthesis protein |
| *4691* | 5 | 2e-2 | -1 | 6e-1 | Membrane protein |
| *1283* | 5 | 5e-2 | 3 | 6e-1 | Cyclase/dehydrase |
| *2695* | 4 | 4e-2 | <-1 | 1e0 | Serine/threonine kinase |
| *1277* | 4 | 3e-8 | 6 | 2e-6 | Tape-measure protein |
| *1278* | 4 | 5e-7 | 4 | 2e-3 | ATP/GTP binding protein |
| *6501* | 4 | 1e-2 | -2 | 3e-1 | Gas vesicle synthesis protein |
| *0827* | 4 | 4e-1 | -1 | 7e-1 | Hypothetical protein |

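Table S2 ranks the genes by their fold increase in ΔsoxR on day 3. Computed from the files by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, genes near the top of that order had increases of 9.90-fold (SCO4681), 9.92-fold (SCO4684) and 8.18-fold (SCO4671). Their mean normalized counts in wild type were 46.1, 373 and 11.4 over 2 cultures, so the fold changes rest on different numbers of reads.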

^a^ Genes are organized in decreasing order of SoxR-dependence as determined by RNA-Seq.

^b^  RNA for this comparison was obtained from 3-day old WT or Δ*soxR* cultures, both of which were blue-pigmented.

^c^ RNA for this comparison was obtained from 3-day old WT (blue-pigmented) or 1-day old WT (unpigmented) cultures.

^d^ q-value is the false discovery rate; the probability that the result is a false positive.

^e^ A negative value in this column indicates that gene expression was higher in 3-day old WT culture than in 1-day old WT culture.

^f^ Predicted functions of genes were obtained from StrepDB (http://strepdb.Streptomyces.org.uk).

# Supplementary material for: RNA-Seq Analysis Reveals a Six-Gene SoxR Regulon in Streptomyces coelicolor
**Source:** PLoS One. 2014 Aug 27;9(8):e106181. doi: 10.1371/journal.pone.0106181
**Supplement:** Table S3 — Validation of RNA-Seq data reported in Table S2 by quantitative RT-PCR.

**Table S3. Validation of RNA-Seq data reported in Table S2 by quantitative RT-PCR^a^**

| ***SCO* Number** | **Fold increase in Δ*soxR* versus WT^b^** | **Fold increase in Δ*act* versus WT^c^** | **Predicted function** |
| --- | --- | --- | --- |
| *4681* | 2 | 1 | Dehydrogenase |
| *4684* | 16 | 2 | Cold shock protein |
| *4671* | 2 | 2 | Putative lysR-family regulatory protein |
| *4682* | 4 | 1 | Tautomerase |
| *4692* | 3 | 2 | Hypothetical protein |
| *2055* | 4 | 16 | Membrane associated oxidoreductase |
| *4690* | 2 | 3 | Membrane protein |
| *4685* | 2 | 2 | DEAD-box RNA helicase |
| *4683* | 2 | 2 | GdhA, NADP-specific glutamate dehydrogenase |
| *4687* | 16 | ND | Hypothetical protein |
| *4680* | 1 | 2 | DNA-binding protein |
| *6502* | 5 | 14 | Gas-vesicle synthesis protein |
| *1277* | 4 | 4 | Tape-measure protein |

**^a^** RNA for qRT-PCR validation was obtained from independent biological samples.

^b^ Differential gene expression in WT and Δ*soxR* in 3-day old cultures assessed by qRT-PCR. 

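In Table S3 the level of each gene was measured by qRT-PCR in wild type and ΔsoxR cultures of day 3, divided by the level of hrdB in the same RNA, and set relative to wild type. A value above 1 is therefore a higher level in ΔsoxR. In the RNA-Seq counts the reference gene hrdB (SCO5820) had a normalized count of 1831 ± 158 (SD, n = 2) in wild type and 1730 ± 9.23 (SD, n = 2) in ΔsoxR on day 3.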

Gene expression was standardized to the housekeeping sigma factor, *hrdB,* and normalized to WT.

^c^ Differential gene expression in WT and the Δ*act* strain (M511) in 3-day old cultures assessed by qRT-PCR. Gene expression was standardized to the housekeeping sigma factor, *hrdB,* and normalized to WT.

How the deposited data were processed for this re-analysis (not part of the article)

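Counts were analysed for 6 RNA-Seq samples of S. coelicolor grown on R2YE medium, from wild type (M145) and ΔsoxR (M145-1A) cultures of 24 h (day 1, 1 culture per strain) and 72 h (day 3, 2 cultures per strain). Sample identity was taken from the sample labels and the paper. The labels write the mutant strain as 145-1A.

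The authors deposited raw read counts per annotated gene, 1 table per sample. By the paper's methods, ribosomal RNA was depleted, single reads of 100 bp were sequenced on an Illumina sequencer, mapped with BWA and counted with BEDtools without regard to strand. The methods do not say how reads that map to several places were treated, so genes with near-identical copies are uncertain. The counts had not been normalized and replicates had not been pooled. The authors tested differences with DESeq after scaling library sizes by median count ratios.

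The total count per sample lay between 25186916 and 31418799, of which 93.0% to 94.3% was on ribosomal RNA features. Between 1311307 and 1662208 counts per sample were left on the 7769 chromosomal genes, with a median of 37 to 63 counts per gene, and 81 to 289 of these genes had 0 counts in a given sample. The common dispersion of the fit was 0.0294, a coefficient of variation between replicate cultures of 17.2%. The fit had 2 residual degrees of freedom, so the spread of each gene is known poorly.

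Library sizes were scaled by the median of count ratios (the RLE method of edgeR), the normalization stated in the paper. The 7853 features with at least 1 count in any sample were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit with robust estimation, glmQLFTest) in 1 fit with 4 groups, and p-values were adjusted by the Benjamini-Hochberg procedure. Comparisons were ΔsoxR against wild type on day 3, day 3 against day 1 within each strain, ΔsoxR against wild type on day 1, and the difference between the effects of soxR on day 3 and day 1. A gene was counted as changed at 4-fold or more with a q-value of at most 0.5, the paper's thresholds, and the number with a q-value of at most 0.05 is given beside it. The difference between the effects was counted at a q-value of at most 0.05. Standard errors of log2 fold changes are the size of the change divided by the square root of its F statistic. Normalized counts are counts divided by the size factor. A result with 1 culture on a side has no replicate check of its own, and its spread comes from the day 3 replicates.

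The procedure was tested on simulated counts drawn from the real means and library sizes with 200 genes changed by a log2 fold change of 3 in either direction. At 4-fold or more and a q-value of at most 0.05, it recovered 100% of them with the right sign and called 1 unchanged gene. The changed genes were all well expressed, and every gene and sample was given the same spread. The simulation therefore does not give the error rate at a q-value of at most 0.5, for weakly expressed genes, or for replicate pairs of unequal spread.

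The genes named in the text were chosen by a rule fixed before the files arrived. They are the genes of Tables 2 and S3 and others that the paper names, hrdB, the genes next to the regulon members, and on day 3 the 5 genes with the largest change in each direction that had a q-value of at most 0.05 and both ΔsoxR replicates on the same side of both wild type replicates. For wild type between the days, the rule names only genes of Table 2. Single values of other genes for that comparison are given where the paper's own values are set beside them. Outside the rule, they are also given for SCO1908 and SCO2477, next to regulon members, in the last paragraph.

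The alternatives were TMM normalization, normalization to the count of hrdB, DESeq2 1.42.0 in place of edgeR, only genes with at least 10 counts in at least 2 samples, robust estimation off, only the samples of the groups compared, the day 3 replicate letter as a replicate block, each day 3 replicate left out in turn, the fold change as a ratio of mean normalized counts, a q-value of at most 0.05, and counts thinned at random to a total of 25186916 per sample. Positions and SoxR-binding sites were read from Table S4 and the alignment from Figure S2. Starts in Table S4 were taken to count from 0, since end minus start is a multiple of 3 for every gene, and 1 was added. No reference genome was at hand for this work. Gene lengths and strand were therefore known only for the regulon genes and soxR, from their matches in Table S4. Base composition, the strand of the reads and the genes of the actinorhodin cluster were not analysed here.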

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

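In a test of the difference between the soxR effects on day 3 and day 1, only SCO4683 had a q-value of at most 0.05. It differed by 4.07 on the log2 scale (q = 0.0489, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in ΔsoxR on day 3 in both replicates (log2 fold change 2.57) and lower on day 1 in the single culture (log2 fold change -1.50, q = 0.130). The next q-value in that test was 0.0736, shared by the regulon members SCO7008 (-4.24) and SCO1909 (-3.89). The other established members differed by -3.62 (SCO4266, q = 0.0829), -9.42 (SCO2478, q = 0.108) and -5.69 (SCO1178, q = 0.142). With 1 culture per strain on day 1, these q-values do not show that the regulon's soxR effect was alike on both days. The paper reports SCO4683, which Table S2 describes as an NADP-specific glutamate dehydrogenase, for day 3 and gives no comparison of the strains on day 1. SCO4683 lies within the run of increased genes from SCO4671 to SCO4694. On day 1 it departed from the median of the other genes of the run by -2.03 on the log2 scale, against -0.0204 on day 3, so the flag rests on 1 gene in 1 ΔsoxR culture and 1 wild type culture. The departure on day 1 was predicted after the values were seen. It is no independent test, since the low value on day 1 is part of the flag. The pattern cannot be told apart from a single day 1 culture out of line at this gene. The count of such genes was 0 with 3 of the alternative settings (normalization to hrdB, the filter on low counts and robust estimation off) and 49 with DESeq2.

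Among genes outside Table 2, 2 were decreased at least 4-fold in ΔsoxR on day 3 with a q-value of at most 0.05. SCO4879 had 41 and 70 counts in wild type and 11 and 11 in ΔsoxR (log2 fold change -2.33, q = 0.0380), and SCO6201 had 273 and 227 counts in wild type and 49 and 60 in ΔsoxR (log2 fold change -2.20, q = 0.00605). Of the 12 refits of the counts, 8 kept both genes past 4-fold and a q-value of 0.05. SCO4879 passed in 8 of them and SCO6201 in 10. That prediction was made before the result was seen. Their counts in wild type on day 1 were 221 and 248. SCO4879 was also lower in ΔsoxR on day 1 (73 against 221 counts, no replicate check), and SCO6205 and SCO6206, close to SCO6201 in number, fell by 1.93 and 1.95 on the log2 scale on day 3. Gene length, base composition and reads shared with copies elsewhere were not tested, for want of a genome, so no cause is assigned.

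The strain M145 lacks the plasmids SCP1 and SCP2, yet 1151 counts over the 6 samples fell on plasmid features, from 68 to 297 per sample. These counts lay on 3 of the 385 plasmid features, so the 5 features with the most necessarily held 100% of them. Counts on so few features are what reads from a few genes with close chromosomal copies would give. That prediction was made before the result was seen. Whether these features have such copies was not tested. The median plasmid feature had 0 counts over all samples and the median chromosomal gene 360. DNA of the plasmids spread over many genes was not seen. No biological explanation was tested.

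On day 1, where the paper gives no comparison of the strains, 175 genes differed at least 4-fold with a q-value of at most 0.5. None had a q-value of at most 0.05, and DESeq2's Wald test in place of edgeR gave 50 genes. With 1 culture per strain, the difference cannot be told apart from a difference between 2 cultures.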

How the results depend on the processing

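The alternatives listed in the processing summary were fixed before the files arrived, and none was added. The number of established regulon members past the thresholds was 5 in the main fit and from 4 to 5 in every other. The counts of genes that increased in wild type from day 1 to day 3 (1115) and that changed in ΔsoxR from day 1 to day 3 (1411) stayed within 1.5 times under all settings.

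DESeq2 in place of edgeR gave 27 decreased and 30 increased genes on day 3 (55 and 58 in the main fit), 13 genes that met both criteria (29), 50 genes on day 1 (175) and 49 genes whose soxR effect differed between days (1). DESeq2 estimates the spread of each gene in another way. Keeping only genes with at least 10 counts in at least 2 samples gave 32 decreased, 37 increased and 17 that met both criteria, and 0 whose effect differed between days. This removes the genes with few counts before the adjustment of p-values. A q-value of at most 0.05 left 16 decreased, 24 increased, 11 that met both criteria and 0 on day 1, while a q-value of at most 0.5 gave 735 genes whose effect differed between days. Normalization to hrdB, which sets the scale of each sample by 1 gene, gave 824 genes decreased in wild type from day 1 to day 3 (487) and 0 whose effect differed between days. Robust estimation off also gave 0 of the latter.

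With the replicate letter as a replicate block, 45 genes decreased, 48 increased, 25 met both criteria and 114 changed on day 1. The pairing of the day 3 cultures is taken from the labels, and the correlation of deviations with the same letter was -0.159. The day 1 cultures carry no letter and were set with replicate a. The count of 25, which uses the change between days, therefore leans on replicate a.

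Across the 4 fits that each left out one day 3 replicate, the number decreased ranged from 11 to 93, the number increased from 20 to 154, the number meeting both criteria from 9 to 48, the number changed on day 1 from 0 to 323, and the number whose effect differed between days from 0 to 1145. The high values came from leaving out a wild type replicate, which leaves the closer ΔsoxR pair as the only measure of spread, and the low values from leaving out a ΔsoxR replicate. The counts of genes therefore depend on which pair of cultures measures the spread.

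Among single genes, the sign reversed only where the main change was smaller than its standard error. For ΔsoxR against wild type on day 3, the fits that each left out a replicate gave from -0.169 to 0.0100 for SCO5820, from -0.863 to 1.66 for SCO0318, from -1.24 to 0.430 for SCO1179, from -0.175 to 0.907 for SCO7007 and from -0.184 to 0.502 for SCO7009. For wild type day 3 against day 1, SCO7688 was -0.104 with hrdB normalization and from -0.0668 to 0.855 in the fits that left out a replicate, where SCO1697 was from -0.264 to 0.0322. Of the 659 rows for single genes on day 3, 620 were unchanged, 26 lost and 6 gained the thresholds. Of the 230 rows between days in wild type, 223 were unchanged, 2 lost and 2 gained them. The log2 fold change of hrdB under its own normalization is 0 by construction and was left out, as were genes that the filter removed and ratios with a count of 0 in the denominator.

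Depth limits the weakly expressed genes. Of the 37 decreased genes outside Table 2, 22 had a mean normalized count under 10 in wild type, and all 24 increased genes outside Table S2 had a mean under 20 in ΔsoxR.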

Differences from the paper's values

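The fold decrease of all 18 genes of Table 2 on day 3, the fold increase of the 13 of them with a plain number for wild type between days, and the fold increase of all 34 genes of Table S2 on day 3 lay within 1.5 times the paper's value or within the replicate spread.

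The paper reports 12 new genes decreased in ΔsoxR on day 3 at its thresholds, and the counts gave 49. The paper's DESeq was not run. For this count of genes and those below, the paper's q-value cutoffs are therefore not equally strict in edgeR. A q-value of at most 0.05 (10 genes) and the fit without ΔsoxR replicate b (8 genes) came within 1.5 times the paper's value. The other alternatives did not, with 51 genes with TMM, 41 with hrdB normalization, 21 with DESeq2, 26 with the filter on low counts, 53 with robust estimation off, 52 with only the samples compared, 39 with the replicate block, 47 with thinned counts, 51 with the ratio of means, and 87, 52 and 7 without wild type a, wild type b and ΔsoxR a.

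The paper's Table S2 lists 34 genes increased in ΔsoxR on day 3, and the counts gave 58. DESeq2 (30), the filter on low counts (37), the replicate block (48), a q-value of at most 0.05 (24) and the fit without ΔsoxR replicate a (24) came within 1.5 times the paper's value. TMM (56), hrdB normalization (61), robust estimation off (66), only the samples compared (57), thinned counts (63), the ratio of means (59), and the fits without wild type a (154), wild type b (92) and ΔsoxR b (20) did not.

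The paper gives 13 genes from this list with a q-value of at most 0.1, and the counts gave 33. None of the alternatives set before the files arrived closed the gap, with values from 0 to 101. The paper's own Table S2 lists 28 genes with a q-value of at most 0.1.

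For wild type between day 3 and day 1, the paper's Table S2 gives a fold decrease in which a negative value means a higher level on day 3. On that scale the paper's value and the value from the counts had opposite signs for all 7 genes of Table S3 with a plain number. With the paper's value first, they were 6 and -47.2 for SCO1277, 3 and -5.84 for SCO4684, 3 and -7.00 for SCO4682, 2 and -3.12 for SCO4681, 2 and -4.33 for SCO2055, -3 and 6.86 for SCO4690, and -2 and 4.76 for SCO6502. None of the alternatives set before the files arrived closed the gap for any of the 7 genes.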

Other observations

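The fold-change column of Table S2 for wild type between days was compared with the log2 fold change of wild type day 3 over day 1. Of its 22 plain numbers, 21 lay within 0.5 of the log2 fold change, the largest gap being 0.539, and all 22 had its sign. None lay within 1.5 times the fold decrease with the sign the footnote gives. The entries are consistent with log2 values in which an increase by day 3 is positive. The prediction was written after the column had been compared by eye.

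The genes increased in ΔsoxR on day 3 were clustered in number. Among the 58 genes there were 20 adjacent pairs, and random placement of 58 genes among 7763 gave at most 5 in 100000 resamples (permutation test, p = 1e-05, the smallest they can give). The 55 decreased genes held 10 adjacent pairs, so adjacency was not particular to the increased genes. Of the 24 genes from SCO4671 to SCO4694, 18 passed the thresholds, 16 of them with a q-value of at most 0.05. Their median log2 fold change was 2.58 (from 0.449 to 3.31), against -0.287 (from -0.664 to 1.21) for the 20 flanking genes. In all 24 genes both ΔsoxR replicates lay above both wild type replicates, so a single culture out of line does not account for it. On day 1, with 1 culture per strain, the median of the run was 0.514. That is less than a copy number change or a strain variant of the region would give if it acted equally on both days. A variant that acts only on day 3 is not excluded. From day 1 to day 3 the run rose by a median of 2.02 on the log2 scale in ΔsoxR and 0.529 in wild type. The 3 predictions were written after the run was seen, and its boundaries, SCO4671 and SCO4694, were also chosen after seeing the data. Reads shared with copies elsewhere, gene length and base composition were not tested for want of a genome, and an excised or amplified element that changes with age was not tested either. A hypothesis is that the region, which the paper lists gene by gene in Table S2, responds as a unit in the ΔsoxR cultures of day 3. The paper's qRT-PCR of other cultures (Table S3) did not show an equal increase across the run. There SCO4682, SCO4684 and SCO4687 reached 4-fold, while SCO4671, SCO4680, SCO4681, SCO4683, SCO4685, SCO4690 and SCO4692 did not. The paper reports that the genes of Table S2 it took to the complementation test did not pass it.

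The wild type replicates of day 3 were farther apart than the ΔsoxR replicates, with a standard deviation of the log2 ratio of a to b of 0.579 and 0.350 over 6659 genes. Their counts outside ribosomal RNA differed by a factor of 1.07 (1.08 for ΔsoxR) and their shares of ribosomal RNA by 0.0747 percentage points, so neither depth nor the share of ribosomal RNA accounts for it. Both predictions were written after the totals were seen. Across genes, which are not independent replicates, the log2 ratio of wild type b to a rose with the log2 ratio of day 1 to day 3 in ΔsoxR (Spearman's rho 0.256). The same comparison for ΔsoxR b over a, against the days in wild type, gave 0.00954. The prediction, written after single genes had been seen, set 0.3 as the limit, and the value fell short of it without being near 0. That a value between 0.1 and 0.3 leaves the question open was decided after the values of this test and the next were seen. Culture b may have been at an earlier stage than culture a, but the value does not settle it.

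A difference in stage between the strains was tested in the same way, with separate cultures for the soxR effect and for the change between days. The prediction was made before the values, apart from the treatment of values between 0.1 and 0.3. Spearman's rho across genes was -0.268 with the effect from replicates b and -0.0892 with the effect from replicates a. The sign was shared but the size was under the limit of 0.3 in both. The value from replicates b lay between 0.1 and 0.3, which leaves the question open, and that from replicates a was under 0.1 in size. A difference in stage is therefore not established, but it could contribute to the many small effects and cannot be excluded.

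Other splits of the 4 day 3 samples into 2 and 2 gave 0 decreased and 0 increased genes. Only 1 of the 3 splits, the real one, gave as many as 55 decreased genes, and only 1 of 3 gave as many as 58 increased genes. With 3 splits the share cannot go below 0.333, so this cannot exclude chance. The predictions for the splits were written after the counts for the real split were seen.

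Read-through of the kind the paper describes at SCO0321 and SCO1177 was looked for at all 6 regulon loci, with the gene on the downstream and the upstream side of each member taken from Figure 2. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the downstream gene was lower in ΔsoxR with a q-value of at most 0.1 at 5 loci and the upstream gene at 0. Besides SCO0321 and SCO1177, these were SCO1908 (log2 fold change -1.25, q = 0.0337), SCO2477 (-1.96, q = 0.0405) and SCO4265 (-0.788, q = 0.0788). For SCO7009, downstream of SCO7008, no difference was detected (0.123, q = 0.879). With normalization to hrdB, SCO4265 had q = 0.131. The upstream genes SCO0318, SCO1179, SCO4267 and SCO7007 had no more than 19 counts in either wild type culture of day 3. A moderate decrease of these genes could be missed. SCO4267 fell by 1.06 on the log2 scale (standard error 0.654), more than SCO4265 on the other side of SCO4266. SCO1910, upstream of SCO1909, had a log2 fold change of -0.806 (standard error 0.292), close to that of SCO4265. The upstream genes SCO0318, SCO2479 and SCO7007 had positive log2 fold changes. The mean log2 fold change was -2.09 downstream and -0.103 upstream, but the exact sign-flip permutation test over the 6 loci gave p = 0.0938 (smallest possible 0.0312), and p = 0.375 without the loci of SCO0321 and SCO1177, so a general difference between the sides is not established. If the reads covered the regulon gene evenly, those that straddle its boundary would account for only part of the loss. The count lost was 161 for SCO1908, 43.7 for SCO2477 and 203 for SCO4265. At even coverage, the regulon gene would collect 54.0, 18.9 and 44.4 counts over 100 bp, a ratio of at least 2.31. Coverage at the 3′ end was not measured, so reads across the boundary are not excluded. Both predictions were written after the neighbours were seen. The changes between days, with 1 culture on day 1, differed among these loci. In wild type, SCO2477 changed by 0.218 on the log2 scale (standard error 0.348), although SCO2478 had 0 counts on day 1. In ΔsoxR, the log2 fold change was -2.14 (standard error 0.372) for SCO2477 and 0.383 (standard error 0.613) for SCO2478. Loss of read-through from SCO2478 would not by itself give that fall of SCO2477. In ΔsoxR, SCO4265 rose by 3.79 (standard error 0.280), while SCO4266 changed by 0.203 (standard error 0.402). SCO1908 rose by 0.741 in wild type and by 0.125 in ΔsoxR. SCO2477 and SCO4265 therefore have reads of another source as well. Read-through beyond the 3′ end, or a shared transcript, remains a candidate explanation for the loss at these 3 loci. It needs the strand and position of the reads, which are not in the files analysed here.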
